# Exercise-Generated β-Aminoisobutyric Acid (BAIBA) Reduces Cardiomyocyte Metabolic Stress and Apoptosis Caused by Mitochondrial Dysfunction Through the miR-208b/AMPK Pathway

**DOI:** 10.3389/fcvm.2022.803510

**Published:** 2022-02-25

**Authors:** Yanan Yu, Wewei Chen, Ming Yu, Jinsha Liu, Huan Sun, Ping Yang

**Keywords:** mitochondrial dysfunction, metabolic stress, exercise, lipid metabolism, heart failure

## Abstract

**Objective:**

To explore the cardioprotective effects of exercise-derived β-aminoisobutyric (BAIBA) on cardiomyocyte apoptosis and energy metabolism in a rat model of heart failure (HF).

**Methods:**

In male Sprague-Dawley rats (8-week-old), myocardial infarction (MI) was used to induce HF by ligating the left anterior descending branch of the coronary artery. In the Sham group, the coronary artery was threaded but not ligated. After HF development, Sham and HF rats were exercised 60 min daily, 5 days/week on a treadmill for 8 weeks (50–60% maximal intensity) and exercise-induced cardiac remodeling after MI were assessed using echocardiography, hematoxylin and eosin (H&E), Masson's Trichrome, and TUNEL staining for the detection of apoptosis-associated factors in cardiac tissue. High-throughput sequencing and mass spectrometry were used to measure BAIBA production and to explore its cardioprotective effects and molecular actions. To further characterize the cardioprotective effects of BAIBA, an *in vitro* model of apoptosis was generated by applying H_2_*O*_2_ to H9C2 cells to induce mitochondrial dysfunction. In addition, cells were transfected with either a miR-208b analog or a miR-208b inhibitor. Apoptosis-related proteins were detected by Western Blotting (WB). ATP production was also assessed by luminometry. After administration of BAIBA and Compound C, the expression of proteins related to apoptosis, mitochondrial function, lipid uptake, and β-oxidative were determined. Changes in the levels of reactive oxygen species (ROS) were assessed by fluorescence microscopy. In addition, alterations in membrane potential (δψm) were obtained by confocal microscopy.

**Results:**

Rats with HF after MI are accompanied by mitochondrial dysfunction, metabolic stress and apoptosis. Reduced expression of apoptosis-related proteins was observed, together with increased ATP production and reduced mitochondrial dysfunction in the exercised compared with the Sham (non-exercised) HF group. Importantly, exercise increased the production of BAIBA, irrespective of the presence of HF. To assess whether BAIBA had similar effects to exercise in ameliorating HF-induced adverse cardiac remodeling, rats were treated with 75 mg/kg/ day of BAIBA and we found BAIBA had a similar cardioprotective effect. Transcriptomic analyses found that the expression of miR-208b was increased after BAIBA administration, and subsequent transfection with an miR-208b analog ameliorated both the expression of apoptosis-related proteins and energy metabolism in H_2_O_2_-treated H9C2 cells. In combining transcriptomic with metabolomic analyses, we identified AMPK as a downstream target for BAIBA in attenuating metabolic stress in HF. Further cell experiments confirmed that BAIBA increased AMPK phosphorylation and had a cardioprotective effect on downstream fatty acid uptake, oxidative efficiency, and mitochondrial function, which was prevented by the AMPK inhibitor Compound C.

**Conclusion:**

Exercise-generated BAIBA can reduce cardiomyocyte metabolic stress and apoptosis induced by mitochondrial dysfunction through the miR-208b/AMPK pathway.

## Introduction

Metabolic disorders play a key role in the occurrence and progression of heart failure (HF) after myocardial infarction (MI). The restoration of energy homeostasis is important for cardiac function (1). Mitochondria produce ATP and can thus regulate energy metabolism (2), which involves the selection and utilization of substrates, efficient oxidative phosphorylation, and energy shuttling at the mitochondrial level (3). These metabolic processes are closely integrated to maintain the rapid, sustained, and sufficient output of ATP. HF leads to a loss of metabolic substrate flexibility and a decrease in oxidative phosphorylation efficiency, which is accompanied by mitochondrial dysfunction (4, 5). This metabolic dysregulation can occur due to destruction of the mitochondrial complex, mitochondrial uncoupling, crest remodeling and swelling, and changes of mitochondrial membrane potential, leading to reactive oxygen species (ROS) accumulation, insufficient ATP production, apoptosis, and death (6–8). Thus, finding ways to attenuate cardiac metabolic stress and mitochondrial dysfunction in patients with HF is of clinical importance.

Of the known interventions for HF patients, moderate exercise is known to have a beneficial effect on cardiac function in this population (9–14). Indeed, moderate continuous endurance training is known to be a safe, efficient, and well-tolerated intervention by HF patients that it is recommended by the Heart Failure Association (15). Importantly, impairments of cardiac metabolism in HF patients can be partially restored through exercise due to the improved mitochondrial quality control, bioenergetics, and cardiac function (16). Despite the known beneficial effects of exercise in HF patients, many HF patients are exercise intolerant or have a reduced exercise capability (17, 18). Therefore, being able to identify a substance that can mimic the beneficial effects of exercise in improving cardiac function and energy metabolism in patients with HF is necessary. BAIBA is a small molecule (103.6 Da) composed of two enantiomers (L-BAIBA and D-BAIBA) produced by skeletal muscles during exercise, and mediates the beneficial effect of exercise from skeletal muscle to other tissues and organs via the endocrine system (19). In this study, we have focused mainly on L-BAIBA, which is produced by muscle contraction (19) and can effectively improve glucose and lipid metabolism, activate β-oxidation of fatty acids in the liver, and increase AMPK phosphorylation in adipose tissue (20–25). However, whether BAIBA could be used a cardioprotective therapeutic intervention to mimic the effects of exercise in patients with HF has not been studied.

Our study found that exercise-generated BAIBA could effectively improve cardiac function, energy metabolism, and reduce apoptosis in rats with HF after MI. Importantly, oral administration of BAIBA increased the expression of miR-208b, which is a heart-specific miRNA that is encoded on intron 27 of the gene encoding α-MHC and is essential for the expression of genes involved in cardiac contractility and fibrosis. These findings align with previous studies from our group (26), suggesting miR-208b has a protective effect on myocardial apoptosis and mitochondrial dysfunction in rats with MI. Moreover, BAIBA also increased the ratio of p-AMPK/AMPK in HF rats, reducing apoptosis in H_2_O_2_-induced H9C2 cells and leading to improved mitochondrial function and energy metabolism, suggesting BAIBA reduces cardiomyocyte metabolic stress and apoptosis caused by mitochondrial dysfunction through the miR-208b/AMPK pathway.

## Materials and Methods

### Animal Experiments

Animal experiments were approved by the Ethics Committee of the First Hospital of Jilin University. Male Sprague-Dawley (SD) rats (8 weeks, 250 g) were used to establish. In male Sprague-Dawley rats (8-week-old), myocardial infarction (MI) was used to induce HF by ligating the left anterior descending branch of the coronary artery (27). In the Sham group, the coronary artery was threaded but not ligated. The procedure was carried out under aseptic conditions and anesthesia induced by inhaling oxygen anesthesia containing 1.5–2.0% isoflurane. After disinfection, the skin of the prothoracic area was cut longitudinally, the chest muscle was separated, the intercostal space was exposed and punctured, and the anterior descending branch of the coronary artery was ligated after separating the pericardium. The soft tissue and skin of the chest was sutured and disinfected with penicillin. Intraperitoneal injections of 160,000 units/day penicillin were administered for a total of seven days. Four weeks after the procedure, the rats were examined by echocardiography and divided into separated groups according to ejection fraction (EF) %. Details of the groups are shown in Supplementary File 1. Briefly, for the exercise studies, rats were divided into 4 groups: (i) Sham; (ii) heart failure (HF); (iii) heart failure with exercise (HFE); and (iv) Sham and exercise (ShamE) groups. For the β-aminoisobutyric (BAIBA) studies, rats were divided into 3 groups: (i) Sham; (ii) heart failure (HF); (iii) heart failure with BAIBA(BAIBA) groups. For the exercise groups, rats were exercised daily on a treadmill (Shanghai Ruanlong Technology Co., Ltd. BW-ZHPT) involving 10–20 min acclimation, 0.3–0.6 km/h, and 0% incline. After 3 days' acclimation, the maximum exercise intensity was tested, starting at 0.3 km/h and increasing by 0.3 km/h every 3 min until exhaustion (28). The rats were run on the treadmill for 8 weeks (50 to 60% of maximum intensity), 60 min/day, 5 days/week, and at a 0% incline. For the BAIBA studies, BAIBA (MCE; HY-113380) was administered orally by gavage at a daily dose of 75 mg/kg for 8 weeks (29, 30) to rats with HF. The corresponding dose of BAIBA was dissolved in 1ml ddH2O, and the rats in the Sham group and the HF group were given the same volume of ddH2O orally by gavage. At 12 weeks post-op, rats in each group were examined by echocardiography, and the hearts were quickly removed under deep anesthesia. After the heart was removed, it was washed with cold PBS, dried with sterile medical gauze. Part of the left ventricle was quickly fixed in 4% paraformaldehyde for subsequent histological evaluation, while part of the left ventricle was quickly frozen in liquid nitrogen (or at−80°C) for subsequent transcriptomic, proteomic, and biochemical analysis. All experiments were conducted following the guidelines of animal research institutions and in accordance with the guidelines for the Care and Use of Experimental Animals published by the National Institutes of Health (NIH publ.no.85-23, revised in 1996).

### Echocardiography

To non-invasively assess changes in cardiac structure and function, GE VIVId-i was used for the echocardiographic examinations at 4 and 12 weeks post-MI. Rats were anesthetized using the method used for the infarction surgery (described above) and were maintained under anesthesia for the entire echocardiographic examination. The probe (10S; 4.0–11.0 MHz) was placed directly on the shaved chest wall. The left ventricular end diastolic diameter (LVIDd), left ventricular end systolic diameter (LVIDs), interventricular septal thickness (IVDs), ejection fraction (EF) % and fractional shortening (FS) were measured. EF was calculated as stroke volume (SV)/end-diastolic volume (EDV) × 100%. FS was calculated as (LVIDd–LVIDs)/LVIDd × 100%.

### H&E Staining

The left ventricular tissue was fixed in 4% paraformaldehyde for 24 h, embedded in paraffin, and sliced into 4 μm sections. The sections were dewaxed with xylene and an ethanol gradient, stained with hematoxylin, washed with 1% (v/v) hydrochloric acid for 30 s, and stained with eosin for 2 min. After gradient ethanol dehydration, permeation, and sealing, photographs were taken under a microscope (OLYMPUS BX53).

### Masson's Staining

Paraffin sections were dewaxed into the water, stained with Wiegert's iron hematoxylin solution for 5 min, differentiated with hydrochloric acid alcohol, and washed with tap water. The sections were stained with fuchsin solution for 5 min, molybdophosphoriTUNEL acid solution for 3 min, and toluidine blue-O re-staining for 5 min. The slices were soaked in 1% glacial acetic acid for 1 min before dehydration, permeation, and sealing. Sections were observed and photographed under a microscope (OLYMPUS BX53). Image-Pro Plus 6.0 software (Media Cybernetics, USA) was used to analyze images. Three visual fields at x400 were tested randomly in each sample. The degree of fibrosis was calculated as the percentage of collagen area.

### TUNEL Staining

Paraffin sections were dewaxed with xylene, hydrated with an ethanol gradient, and then treated with 20 μg /ml protease KJI without DNase at 37°C for 30 min. After repeated rinsing with PBS, 50 μl TUNEL monitoring solution was added and the sample was incubated at 37°C for 60 min. After washing, the sections were sealed with an anti-fluorescence quenching solution and observed under a fluorescence microscope (Lycra, DL-80, Germany). Nuclei of normal and apoptotic cells appeared light blue and light red after staining, respectively. Three visual fields at x400 were tested randomly in each sample. The apoptotic index value was calculated as the number of apoptotic cells divided by the total number of cells in each field of view (x400).

### Transmission Electron Microscopy

Mitochondrial ultrastructure was observed by TEM. Tissue specimens were fixed with 3% glutaraldehyde, then re-fixed in 1% SO4, rinsed with PBS solution, and embedded in Epon resin after ethanol gradient dehydration. Ultra-thin slices (50 nm) were cut using a diamond knife, and the glass slides were fixed onto the copper specimen table with conductive paste. Platinum was sprayed onto the sample for transmission electron microscopic observation (Hitachi H600 Electron Microscope, Hitachi, Japan) and imaging. Magnification is × 1.2k; × 3.0k, and × 8.0k, respectively.

### Cell Transfection

Rat cardio myoblast H9C2 cells were cultured until 60–70% confluent and were then transfected using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) with a miR-208b analog (100 nM), a miR-208b inhibitor (100 nM), or a miR-208b negative control (NC) vector (100 nM) in serum-free and Penicillin-Streptomycin-free medium, after 6 h, the cells were changed into complete medium and continued to be cultured for 24 h before incubation with H_2_O_2_. The miR-208b analog, miR-208b inhibitor, and miR-208b NC were designed by Gene Pharma (Suzhou, China). The sequences were as follows: miR-208b analog; (5′-AUAAGACGAACAAAAGGU-3′ 5′-CUUUUGUUCGUCUUAUUU−3′), miR-208b inhibitor; (5′-ACCUUUUGUUCGUCUUAU-3′), miR208b Negative control (NC); (5′-CAGUACUUUUGUGUAGUACAA-3′).

### Cell Experiments

Mitochondrial dysfunction was induced in H9C2 cells by incubation with 200 μM H_2_O_2_ for 24 h to generate a model of myocardial apoptosis. The cells were divided into the following groups: Control, H_2_O_2_, BAIBA, miR-208b analog, miR-208b inhibitor, miR-208b NC, and Control, H_2_O_2_, BAIBA, Compound C. The transfection concentration of miR-208b was 100 nM. The concentrations of BAIBA and Compound C were 30 and 10 μM, respectively.

### Western Blotting

H9C2 cells or myocardial tissue were treated with RIPA lysis buffer containing protease and phosphatase inhibitors (Sangon Biotech, Shanghai, China), and total protein concentrations were measured using a BCA protein assay kit (Sangon Biotech, Shanghai, China). After denaturation at 95°C for 5 min in SDS sample buffer, proteins were separated on SDS-PAGE and transferred to PVDF membranes. The membranes were blocked with 5% (w/v) BSA for 1 h, followed by incubation overnight at 4°C with specific antibodies (all from Abcam, Cambridge, UK) against the following proteins: Bax (ab32503), BCL-2 (ab196495), pro-caspase 3(ab184787), cleaved-caspase 3 (ab214430), DRP-1 (ab184247), OPA-1 (ab42364), PGC-1 α (ab106814), SUCLA (ab202582), ACADL (ab129711), CD36 (ab133625), CPT-1 (ab234111), P-ACC (ab68191), ACC (ab45174), p-AMPK (ab133448), AMPK (ab207442), and GAPDH (ab181602). After washing, the membrane was incubated with an HRP-coupled secondary antibody for 60 min, washed again, and finally incubated with enhanced chemiluminescence (ECL) solution (Sigma, USA).

### qRT-PCR Analysis

Myocardial tissue samples or H9C2 cell samples were homogenized in TRIzol reagent for RNA extraction and the RNA concentration was evaluated by spectrophotometry. Equal amounts (2 μg) of purified RNA were used as templates, and the First Strand cDNA synthesis kit (Sangon Biotech, Shanghai, China) was used to synthesize cDNA and miRNA. Quantitative RT-PCR analysis was performed on a real-time PCR system (ABI 7500 DX) using SYBR Green Master Mix (Sangon Biotech), cDNA template, and specific primers (miR-208-3p primer 5′-GCGCATAAGACGAACAAAAGGT-3′). GAPDH was used to standardize mRNA expression, while U6 (also known as RNU6) was used to standardize miRNA expression. The relative expression levels of the target genes were determined by the 2^−ΔΔCT^ method.

### ATP Measurements

An ATP test kit (Beyotime, Shanghai, China) was used according to the manufacturer's instructions. Cell lysates or myocardial tissue lysates were centrifuged at 12 000 x g for 5 min, and the supernatant was retained. One hundred microliters of the supplied ATP solution were added to each of the wells of 96-well plates and allowed to stand at room temperature for 3–5 min. Twenty microliters of the lysate supernatant or standard solutions were then added, mixed quickly, and, after 5 sec, the LUL value (relative light unit, RLU) was determined by chemiluminescence measurement in a luminometer.

### Mitochondrial Membrane Potential

JC-1 dye (5,5', 6,6'-tetrachloro-1,1', 3,3'-tetraethyl Benzimidazole carbonyl cyanine iodide) was used to evaluate Δ ψ m. H9C2 cells were incubated with JC-1 staining solution at 37°C for 20 minutes. The cells were then washed with JC-1 buffer and imaged by confocal microscopy (Nikon, A1, Japan). JC-1 can form aggregates in healthy mitochondria and has red fluorescence (Em. 590 nm) at the polarized Δ ψ m. In cells with altered mitochondrial function, JC-1 can only form a monomer with resultant green fluorescence (Em. 527 nm) in the cytoplasm during depolarization. The ratio between red and green fluorescence of H9C2 cells was used for the detection of the mitochondrial membrane potential.

### Detection of Intracellular ROS Level

The production of ROS was measured using a ROS assay kit (Beyotime) using the 2-dichlorofluorescein diacetate (H_2_-DCFDA) method. H9C2 cells were incubated with 10 μM H_2_-DCFDA in the dark at 37°C for 20 min. After washing with PBS, the cells were imaged with fluorescence microscopy (Leica DL-80, Germany).

### Non-targeted Metabolomics Sequencing

Rat myocardial tissues were used for non-targeted metabolomics sequencing. The specific location was the anterior wall of the left ventricle (in the BAIBA group, the area around the infarction was used). One milliliter of 90% cold methanol was added to 100 ml of sample, which was then homogenized using an MP homogenizer followed by sonication at low temperature and centrifugation. The supernatant was dried in a vacuum centrifuge. For LC-MS analysis, the samples were re-dissolved in 100 μL acetonitrile/water (1:1, v/v). For HILIC separation, samples were analyzed using a 2.1 x 100 mm ACQUIY UPLC BEH 1.7 μm column (Waters, Ireland). A 2 μL aliquot of each sample was injected. In the MS-only acquisition, the instrument was set to acquire over the m/z range 60–1000 Da. The product ion scan was acquired using information-dependent acquisition (IDA) with selection of the high-sensitivity mode. The raw MS data (wiff.scan files) were converted to MzXML files using ProteoWizard MSConvert before importing into the freely available XCMS software. In the extracted ion features, only the variables with over 50% of the non-zero measurement values in at least one group were kept. Compound identification of metabolites in the MS/MS spectra was performed with an in-house database established with available authentic standards. After normalization to total peak intensity, the processed data were uploaded before importing into SIMCA-P (version 16.1, Umetrics, Umea, Sweden), where the data were subjected to multivariate data analysis, including Pareto-scaled principal component analysis (PCA) and orthogonal partial least-squares discriminant analysis (OPLS-DA). Seven-fold cross-validation and response permutation testing was used to evaluate the robustness of the model. The variable importance in the projection (VIP) value of each variable in the OPLS-DA model was calculated to measure its contribution to the classification. Metabolites with VIP values >1 was further analyzed for significance using Student's *t*-test at the univariate level, with *p*-values < 0.05 considered as statistically significant.

### Transcriptomics Sequencing

Rat myocardial tissues were used for non-targeted metabolomics sequencing. Specifically, the anterior wall of the left ventricle was used; in the BAIBA group the area around the infarction was used). Total RNA was extracted using the TRIzol® reagent. Paired-end libraries were prepared using an ABclonal mRNA-seq Lib Prep Kit (ABclonal, China). Adaptor-ligated cDNAs were used for PCR amplification. The PCR products were purified (AMPure XP system) and library quality was assessed on an Agilent Bioanalyzer 4150 system. Finally, sequencing was performed with an Illumina Novaseq 6000 /MGISEQ-T7 system. The data generated from Illumina/BGI platform were used for bioinformatics analysis. All analyses were performed using an in-house pipeline from Shanghai Applied Protein Technology. In this step, the adapter sequences were removed and low-quality sequences and reads with N ratios > 5% were filtered out to obtain clean reads for subsequent analysis. The clean reads were aligned separately to the reference genome with orientation mode using HISAT2 software to obtain mapped reads. The mapped reads were spliced using Stringtie software, after which Gffcompare software was used to compare them with the reference genome GTF/GFF file to identify the original unannotated transcription region and discover new transcripts and new genes. Feature Counts was used to count the reads numbers mapped to each gene. The FPKM of each gene was calculated based on the length of the gene and reads count mapped to the gene. Differential expression analysis was performed using the DESeq2, and genes with |log2FC|>1 and Padj < 0.05 were considered to be differentially expressed genes.

### Joint Analysis of Sequencing Data

Principle component analysis (PCA) was performed with SIMCA Version 14.1 using quantitative data from the two omics analyses. All differentially expressed genes and metabolites were queried and mapped to pathways based on the online Kyoto Encyclopedia of Genes and Genomes (KEGG, http://www.kegg.jp/). Enrichment analysis was also performed. R Version 3.5.1 was used to combine the KEGG annotation and enrichment result of the omics analyses. Venn diagrams and bar plots were drawn. Z-score normalization was performed on the quantitative data of the target differentially modified peptides, and heatmaps were drawn with R Version 3.5.1 (Distance Matrix Computation: Euclidean, Hierarchical Clustering: complete linkage).

### Statistical Analysis

GraphPad Prism5 software (GraphPad Software Company, San Diego, CA, USA) was used to determine independent-sample differences between two groups. The differences between multiple groups were tested by one-way ANOVA. *P*-values < 0.05 were considered statistically significant.

## Results

### Exercise Improves Cardiac Morphology and Function in Rats With Heart Failure After Myocardial Infarction

We established the rat model of HF after myocardial infarction (MI) by ligation of the anterior descending coronary artery. The immediate mortality rate of MI group was 61%, and the delayed mortality rate was 63.9%. It is well-established that MI induces maladaptive changes in the myocardium and extracellular matrix (ECM), which leads to ventricular pathological remodeling (structural and functional) and the occurrence and development of heart failure (HF) (Figure 1). Indeed, compared with rats in the Sham group, rats in the HF group showed morphological abnormalities, such as incomplete structure, different size, and disordered arrangement of cardiomyocytes (Figure 1A). By contrast, we found that 8 weeks of treadmill exercise (50 to 60% of maximum intensity, 60 min/day, 5 days/week, and at a 0% incline) reduces adverse MI-induced morphological changes. Specifically, despite the presence of a clear ischemic necrotic area in MI compared with the Sham group, the anterior wall of the left ventricle was still able to support and maintain the normal shape of the left ventricle (Figure 1A). Moreover, as shown in (Figures 1B,C), large collagen deposits were seen in the intercellular spaces, together with damaged cells and red blood cells, among other abnormalities with HF, which was ameliorated with exercise (*P* = 0.008). We further observed the morphology of mitochondria in the peri-infarcted area of rats in each group. Compared with the Sham group, the sarcoplasmic reticulum in the HF group appeared dilated, and the transverse canal (TT) was compressed and deformed (Figure 1D). Moreover, the mitochondria were arranged in a disordered fashion, with swollen mitochondrial crests and many absent cristae, and there was significant mitochondrial vacuolation. Surprisingly, exercise reduced mitochondrial vacuolation in the peri-infarcted area of the HFE group, and crest structures appeared relatively regular, suggesting exercise improved cardiac morphological changes and function after MI (Figure 1D). Consistent with this contention, echocardiography revealed that compared with the Sham group, LVIDd and LVIDs in HF group had increased, while EF, FS, and IVDs was significantly decreased, which was ameliorated with exercise in the HFE group (Figures 1E,F, Supplementary Files 3A–D).

**Figure 1:**
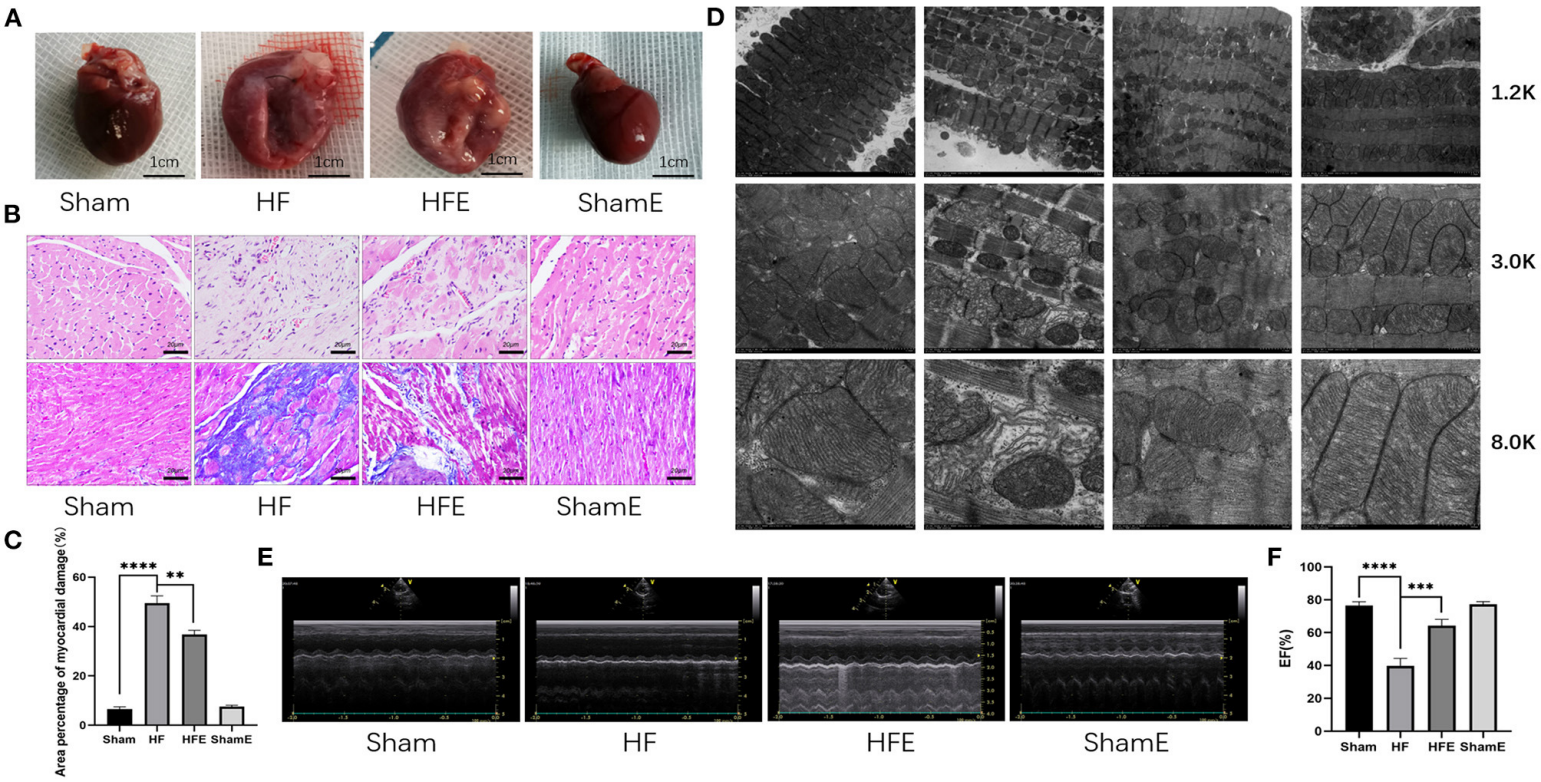
Exercise improves cardiac morphological changes and function in rats after induced myocardial infarction. **(A)** The overall appearance of the hearts of rats from the Sham, HF, HFE, and ShamE groups, scale bar = 1 cm. **(B)** Cardiomyocytes stained by H&E, Scale bar = 20 μm, Mason tricolor-stained cardiac fibrosis, scale bar = 20 μm. **(C)** Quantitative analysis of collagen deposition in the left ventricle; *n* = 3; ****P < 0.0001; **P < 0.01. **(D)** Electron micrograph (TEM) of mitochondrial morphology in a longitudinal section of ventricular muscle. Magnification, × 12 000; × 30 000, and × 80 000. **(E)** M-mode echocardiography of rats in each group. **(F)** Statistical analysis of left ventricular EF determined by echocardiography. *n* = 6; ****P < 0.0001; ***P < 0.001.

### Exercise Alleviates Apoptosis in Rats With Heart Failure After Myocardial Infarction

In MI-induced HF, apoptosis is a key mediator of adverse left ventricular remodeling. In addition, alterations in ATP production are thought to play a significant role in apoptosis-induced by mitochondrial dysfunction. As shown in Figure 2, TUNEL staining revealed that the number of apoptotic nuclei was increased in the HF group, while exercise effectively decreased (*P* = 0.0099) both the number of apoptotic nuclei and the rate of apoptosis with HF (Figures 2A,B). In addition, ATP production was significantly reduced in HF compared to Sham rats, with the decrease in ATP production reversed (*P* = 0.0002) by exercise training (Figure 2C). To determine why exercise reduced the rate of apoptosis, we examined the expression of apoptosis-related proteins. As shown in Figures 2D–F, WB analysis showed that exercise could regulate the expression of apoptosis-related proteins. Specifically, compared with the Sham group, levels of cleaved/pro- caspase3 were up-regulated, while that of BCL-2/Bax was down-regulated in HF rats, with the pathological changes in apoptosis-related expression attenuated (*P* = 0.0177; *P* = 0.0146) with exercise training in the HFE group (Figures 2D–F). Therefore, it is clear that exercise may exert beneficial effects in HF by improving energy metabolism and reducing cellular apoptosis.

**Figure 2:**
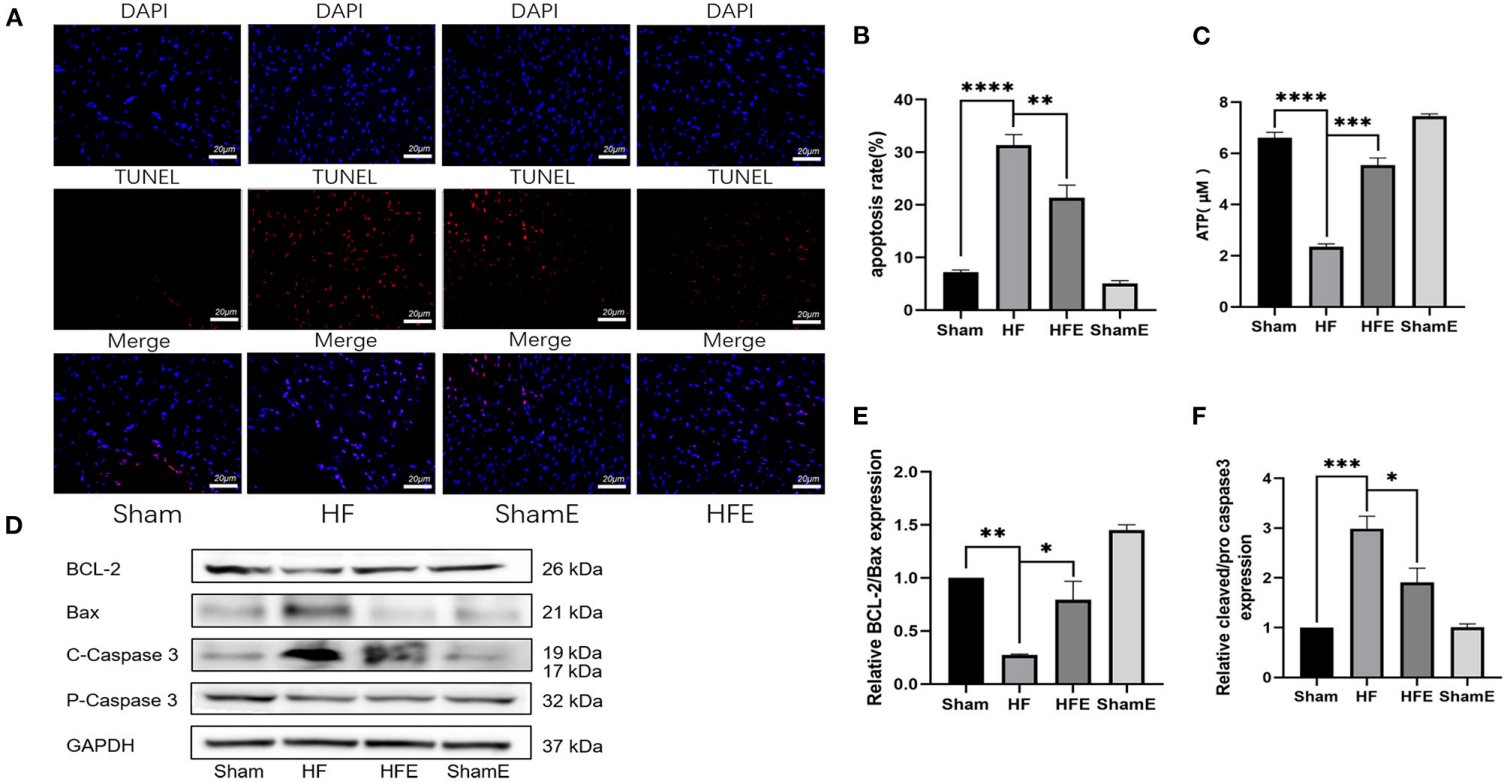
Exercise improves energy metabolism disorders and apoptosis in rats after induced myocardial infarction. **(A)** Representative TUNEL staining from rats in Sham, HF, HFE and ShamE groups, Scale = 20 μm. **(B)** ATP levels in each group; *n* = 6. ****P < 0.0001; ***P < 0.001. **(C)** Apoptosis rates in each group, ****P < 0.0001; **P < 0.01. Three random field per rat are shown. **(D)** Representative images of apoptosis-related proteins detected by WB. **(E,F)** Light density assessment of apoptosis-related proteins detected by WB. *n* = 3; ***P < 0.001, **P < 0.01, *P < 0.05.

### Exercise-Generated BAIBA Improves Cardiac Function and Energy Metabolism Disturbance in Rats With Heart Failure

β-aminoisobutyric acid (BAIBA) is a small molecule produced by skeletal muscle during exercise that reaches distant tissues via the bloodstream to exert beneficial physiological functions. As BAIBA appears to mediate is beneficial effects by improving energy metabolism (23, 25, 31). We sought to determine whether it may contribute to the improvements in cardiac structure and function with exercise in HF. As shown in Figure 3A, 8 weeks of exercise training increased (*P* = **0.0263**) the concentration of BAIBA in the peripheral circulation of both Sham and HF rats (Figure 3A). Given these findings, we sought to determine whether we could mimic the beneficial effects of exercise training in HF through BAIBA administration. Thus, we gave BAIBA (75 mg/kg/day) to rats by oral gavage and evaluated the cardiac function 8 weeks later to verify whether oral BAIBA could improve the cardiac structure and function of rats with HF after MI. As shown in Figure 3B, we found that 8 weeks of orally administered BAIBA improved the left ventricular morphological abnormalities in rats with HF in comparison with the HF-only group. Specifically, BAIBA was able to alleviate cardiomyocyte lysis and necrosis as well as to reduce the numbers of disordered structures (Figure 3C), reduce (*P* = 0.0001) collagen deposition (Figure 3D), and increase the EF (*P* = 0.001), FS (*P* = 0.0028) and IVDs (*P* = 0.0002) while decrease the LVIDd (*P* = 0.027) and LVIDs (*P* = 0.0001) (Figures 3E,F, Supplementary Files 3E–H) in rats with HF. TEM showed that oral administration of BAIBA could effectively reverse the morphological destruction of mitochondria caused by HF (Figure 3G). Moreover, in assessing cardiomyocyte apoptosis, TUNEL fluorescence staining showed that compared with the HF group, the numbers of apoptotic nuclei in the BAIBA-treated group were decreased (*P* = 0.011) (Figures 4A,B). Consistent with reduced apoptosis, BAIBA reversed (*P* < 0.0001) the decreases in ATP production observed with HF (Figure 4C). Importantly, WB showed that BAIBA regulated the expression of apoptosis-related proteins (Figures 4D–F) and mRNA levels (Figures 4G–I) in a similar manner to exercise, indicating that BAIBA reversed the adverse changes in apoptosis-related gene expression caused by HF.

**Figure 3:**
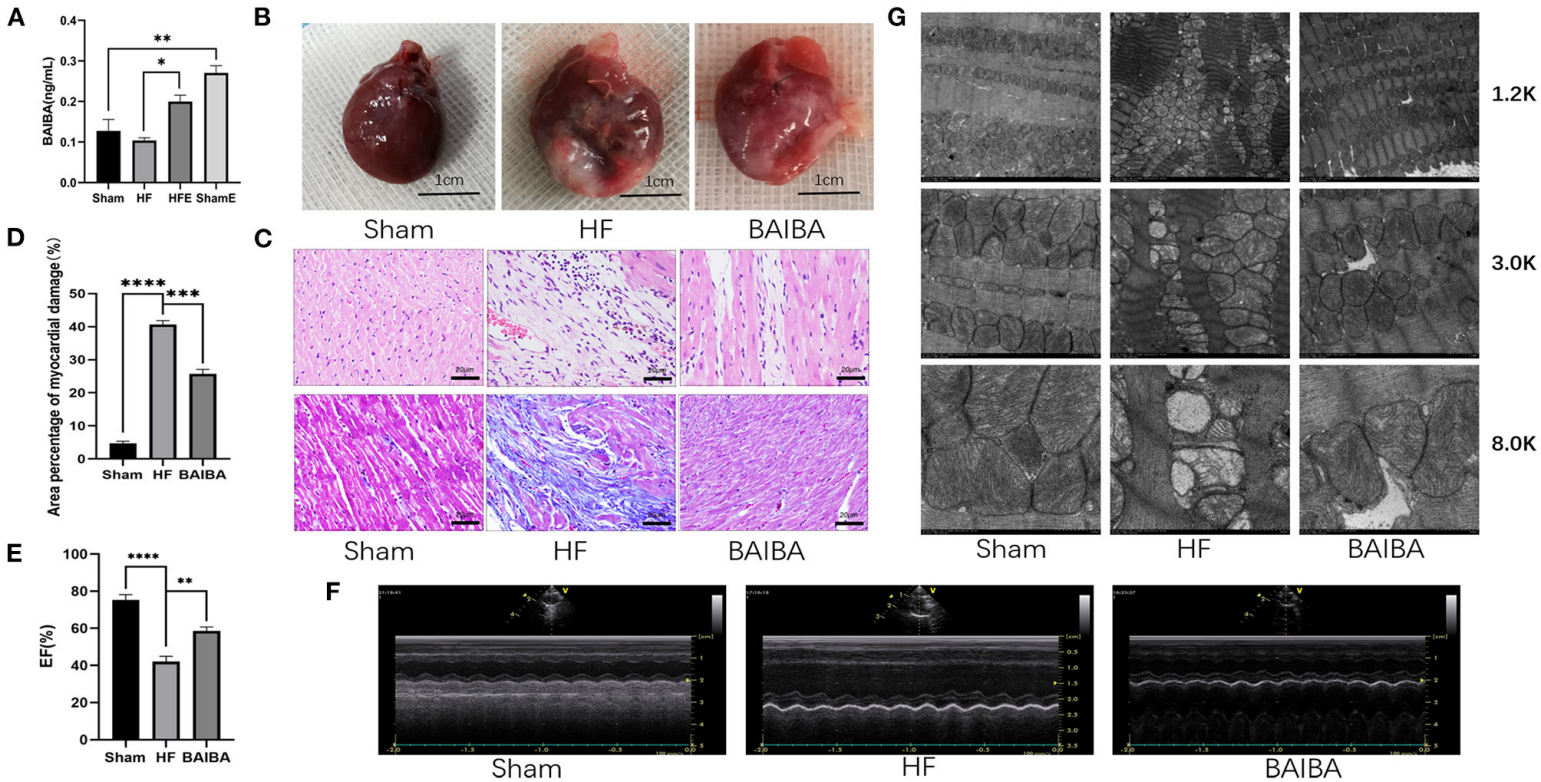
Exercise-generated BAIBA improves morphology and functioning in rats with heart failure. **(A)** BAIBA concentrations in the serum of rats from the Sham, HF, HFE, and ShamE groups; *n* = 3; **P < 0.01, *P < 0.05. **(B)** The overall appearance of the rat hearts, T scale = 1 cm. **(C)** Cardiomyocytes stained by H&E. Scale bar = 20 μm, Masson tricolor-stained cardiac fibrosis, scale = 20 μm. **(D)** Quantitative analysis of collagen deposition in the left ventricle; *n* = 3; ****P < 0.0001 ***P < 0.001. **(E)** Statistical analysis of left ventricular EF determined by echocardiography. *n* = 6; ****P < 0.0001; **P < 0.01. **(F)** M-mode echocardiography of rats in each group. **(G)** Electron micrograph (TEM) of mitochondrial morphology in a longitudinal section of ventricular muscle. Magnification, × 12,000; × 3,000, and × 80,000.

**Figure 4:**
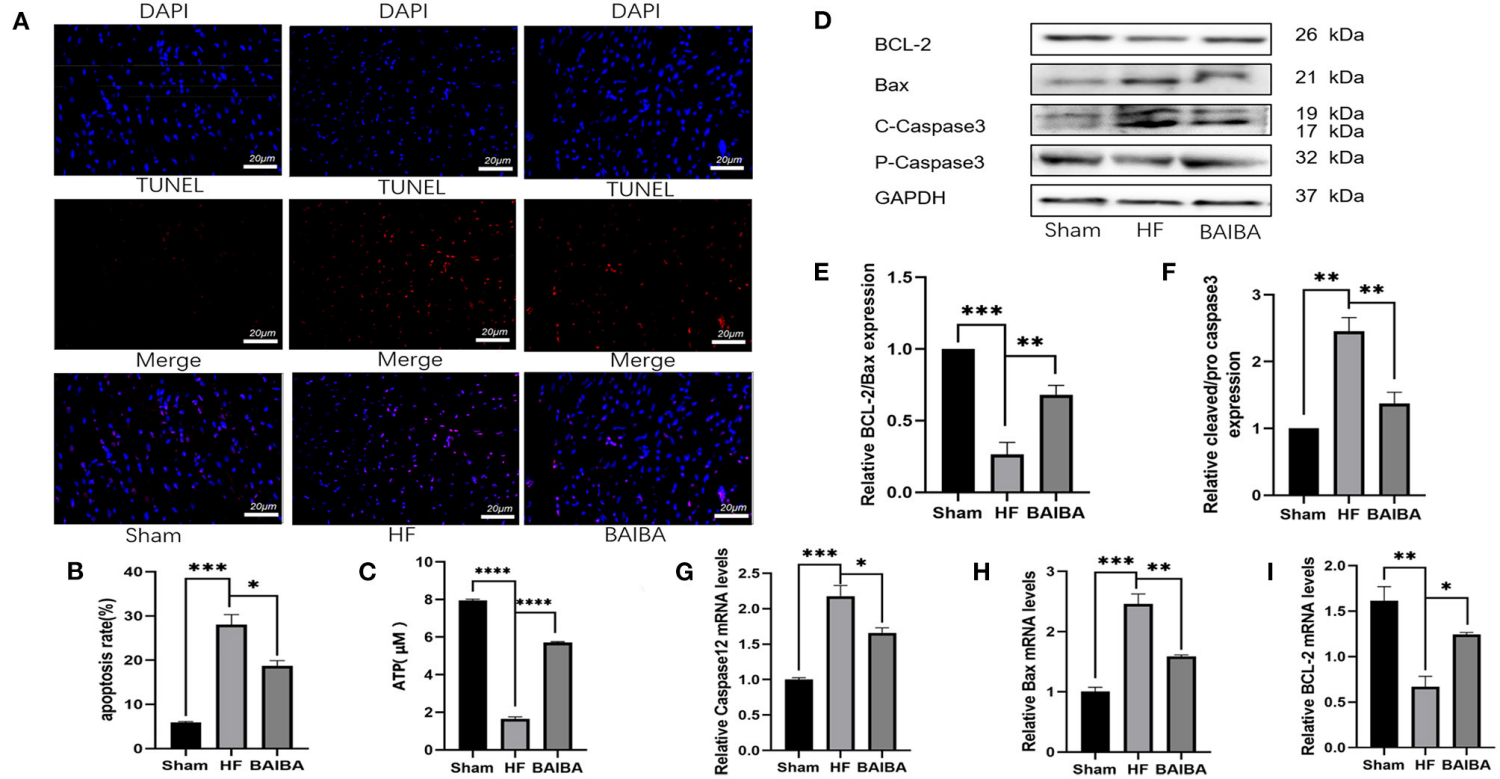
BAIBA improves energy metabolism disorders and apoptosis in rats after induced heart failure. **(A)** Representative TUNEL staining from rats in the Sham, HF and BAIBA groups, scale = 20 μm. **(B)** Apoptosis rates in each group, ***P < 0.001; *P < 0.05. Three random fields per rat are shown. **(C)** ATP levels in each group; *n* = 6. ****P < 0.0001. **(D)** Representative images of apoptosis-related proteins by WB. **(E,F)** Light density assessment of apoptosis-related proteins detected by WB. *n* = 3; ***P < 0.001, **P < 0.01. **(G–I)** Real-time quantitative PCR analysis of apoptosis-related genes. *n* = 3; ***P < 0.001, **P < 0.01, *P < 0.05.

### BAIBA Up-Regulated miR-208b to Improve Disordered Energy Metabolism and Apoptosis in Rats With HF

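Transcriptomic data from the left ventricle were analysed for 12 rats, 3 in each of the Sham, HF, HFE and BAIBA groups. The HF rats had an infarct from ligation of the left anterior descending coronary artery and were kept sedentary. The HFE rats ran on a treadmill for 60 min a day on 5 days of each week over 8 weeks, and the BAIBA rats were given BAIBA by gavage at 75 mg/kg/day over 8 weeks. The Sham rats were operated on without ligation, and all hearts were taken 12 weeks after surgery. The methods give the anterior wall of the left ventricle as the tissue and, for the BAIBA group, the area around the infarction, while the results place both HF and BAIBA tissue around the infarct. The libraries were paired-end and were made from RNA bound to oligo(dT) beads, so a read counted on a miRNA gene came from a longer transcript and not from the mature miRNA. The authors aligned the reads with HISAT2, assembled genes missing from the annotation with StringTie, and counted reads on genes with featureCounts. The deposited values were these counts without normalization, together with FPKM values made from them. The table held 34700 genes, of which 32623 had an Ensembl identifier and 2077 were assembled by the authors without one. The total count on genes ranged from 14879751 to 17465736 per rat in the Sham group (median 15117734), from 16473490 to 19732588 in the HF group (median 16575604), from 14812541 to 16494233 in the HFE group (median 15129357) and from 16152243 to 16661303 in the BAIBA group (median 16490169). The 10 most counted genes took between 31.8% and 37.6% of each total. Pearson correlations of log2 CPM (library-scaled counts) between rats of the same group ranged from 0.947 to 0.978, and those between rats of different groups ranged from 0.948 to 0.973, so the groups were no further apart than rats within a group by this measure. Each comparison used edgeR's quasi-likelihood test on the counts of the 2 groups compared, with TMM normalization and edgeR's filter on low counts. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size, which are the thresholds in the paper's methods. The paper's own tool, DESeq2, was run as an alternative. With 200 genes changed 4-fold in simulated counts for 3 rats against 3, edgeR recovered between 81.5% and 86.5% of them and also called between 8 and 15 unchanged genes. DESeq2 recovered between 87.5% and 90.5% and called between 27 and 34 unchanged genes. The changed genes were drawn above a minimum level of expression, and the simulated noise was independent between genes. These rates therefore do not show how many 4-fold changes the tests would miss between the real groups.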

To further understand the mechanism by which BAIBA improves energetics and exerts an anti-apoptotic effect, we next performed transcriptomic sequencing on tissue from the area surrounding the infarct in the anterior wall of the left ventricle in the HF and BAIBA groups. An orthogonal partial least squares discriminant analysis model (OPLS-DA) was used to detect the polymerization and the stability of the method. As shown in Figure 5A, the results showed a clear separation in the two groups in terms of gene expression. 

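The separation of the BAIBA and HF groups was examined without using the group labels, by principal component analysis of the 500 most variable genes. The first component (PC1) held 39.0% of the variance, and its scores were 30.2, -13.2 and -28.6 for the 3 HF rats and 18.2, -19.2 and 12.6 for the 3 BAIBA rats, so the groups overlapped. PC2 held 21.7% of the variance and PC3 held 16.1%, and neither of them placed all BAIBA rats on one side of all HF rats. On PC3 the overlap was narrow, with BAIBA rat 3 at 1.35 and HF rat 3 at 1.02. When each rat was left out in turn, PC1 held between 37.2% and 45.1% of the variance. The alternative that moved this share most was a component analysis of all 12 rats, in which PC1 held 23.0% and the BAIBA and HF rats overlapped on PC1 and PC2 but not on PC3. That PC3 held 11.1% of the variance and placed the BAIBA rats (-26.0, -12.2 and -10.9) below the rats of all other groups (lowest -1.02). No test of this placement was run. Over all 15039 genes tested, the distance between the centroids of the groups was the one ranked 3 among the 10 ways of dividing the 6 rats into 3 and 3 (exact permutation test, p = 0.3, with 0.1 the smallest p that 3 rats against 3 allow). In 4 of the divisions, all rats with the same replicate number are on opposite sides. Among these 4 the real distance was the largest (47.3, against 45.9 to 46.5), which cannot exclude chance with so few divisions. Same-numbered rats are different animals and their deviations hardly went together in these groups (mean r = 0.0323). The limit to these 4 therefore has little basis, and the test over all 10 divisions stands. A supervised OPLS-DA model with 1 predictive and 1 orthogonal component separated the 6 rats in all 10 divisions, the BAIBA and HF grouping included.

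**Figure D1:**
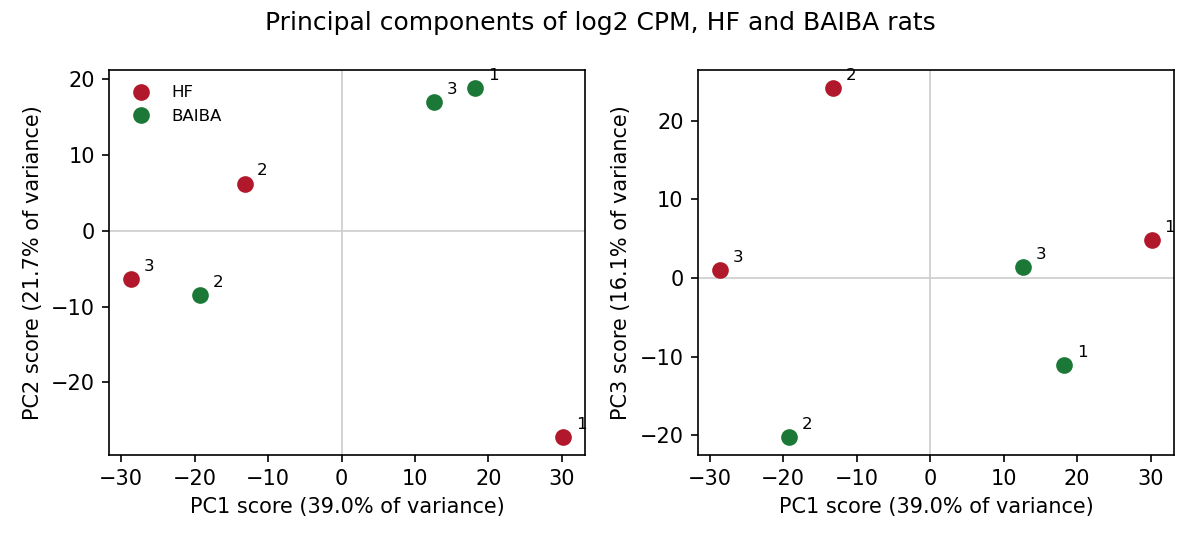
Scores of the 3 HF rats (red) and the 3 BAIBA rats (green) on PC1 against PC2 (left) and PC1 against PC3 (right), with the share of variance on each axis and the replicate number beside each point. The rats of the 2 groups overlap on PC1, where HF rat 1 has a score of 30.2 and BAIBA rat 2 a score of -19.2.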

Specifically, RNA-sequencing revealed that 11 genes were upregulated, and 18 genes were downregulated in the BAIBA group compared to the Sham group (FC > 2.0, *P* < 0.05). 

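Between the BAIBA and Sham groups, 2 genes were higher and 4 genes were lower in the BAIBA group among the 14920 genes tested. These included F3, with a log2 fold change of 1.06 (standard error 0.12, adjusted p = 0.0495 from edgeR's quasi-likelihood test), Myh7, at -1.17 (standard error 0.10, adjusted p = 0.00864), and RGD1563601, at -5.48 (standard error 0.28, adjusted p = 0.000527), and the other 3 were genes without an Ensembl identifier. RGD1563601 is described in the deposited table as similar to the Tpi1 protein, and its level ranged from 0.401 to 23.2 CPM among the HF rats. Between the BAIBA and HF groups, which Fig. 5A and Fig. 5B compare, no DEG was found among 15039 genes. The lowest adjusted p was 0.0789, for Tma7, and 834 genes (5.55%) had an unadjusted p under 0.05. The counts changed most with an unadjusted p under 0.05 in place of the adjusted one, with which 148 genes were higher and 104 lower in the BAIBA than in the Sham group, and 97 were higher and 102 lower in the BAIBA than in the HF group. With DESeq2 and the adjusted p, 41 genes were higher and 37 lower in the BAIBA than in the Sham group, and 11 were higher and 18 lower in the BAIBA than in the HF group. The latter are the numbers that the paper's text gives for the BAIBA and Sham groups. Under DESeq2, 13 of the 29 genes called between the BAIBA and HF groups had at least a 4-fold range among the rats of the Sham or of the HFE group, against a median of 2 genes in 10000 sets of genes matched on expression.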

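The gene Mir208b (ENSRNOG00000041381) was counted over a length of 112 nucleotides, the length of the miRNA hairpin in the rat RefSeq annotation of GRCr8, and had between 23 and 122 reads per rat. Its level was 5.78 ± 1.02 CPM (SD, n = 3) in the BAIBA group, 1.72 ± 0.50 CPM in the HF group, 4.76 ± 1.59 CPM in the Sham group and 2.49 ± 0.46 CPM in the HFE group. The log2 fold change of the BAIBA group against the HF group was 1.75 (standard error 0.30). All 3 BAIBA rats were above all 3 HF rats (exact permutation test, two-sided, p = 0.1), but the difference did not pass adjustment over all genes (adjusted p = 0.566 from edgeR's quasi-likelihood test). DESeq2 gave 1.76 with an adjusted p of 0.00208. When each rat was left out in turn, the log2 fold change stayed between 1.56 and 1.97. The HF group was lower than the Sham group by a log2 fold change of -1.47 (standard error 0.35, adjusted p = 0.737 from edgeR, exact permutation p = 0.1). The HFE group was not distinguishable from the HF group, with a log2 fold change of 0.54 (standard error 0.32, adjusted p = 0.699 from edgeR, exact permutation p = 0.2). Other genes labelled in Fig. 5B were Tma7, with a log2 fold change of -4.25 between the BAIBA and HF groups (standard error 0.37), and Myh7, with -1.89 (standard error 0.25, adjusted p = 0.334 from edgeR). DESeq2 called both, and the fit of all 12 rats called Myh7 (adjusted p = 0.0247 from edgeR). The level of Tma7 ranged from 0.854 to 22.1 CPM among the 3 Sham rats. Myh7 encodes the β-myosin heavy chain, and its level was 3414 ± 279 CPM in the BAIBA group, 12611 ± 4510 in the HF group, 7716 ± 268 in the Sham group and 14450 ± 1928 in the HFE group.

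**Figure D2:**
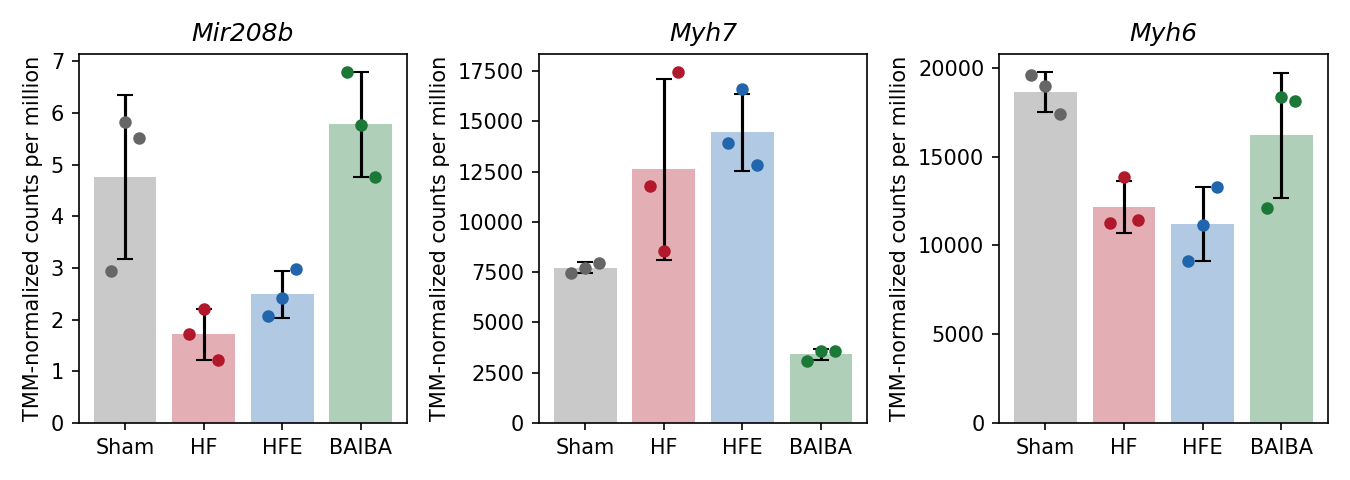
TMM-normalized CPM of Mir208b, Myh7 and Myh6 in the Sham, HF, HFE and BAIBA groups. Points are single rats, bars are the means of 3 rats and error bars are SDs. For Mir208b, the BAIBA rats lie between 4.76 and 6.80 CPM and the HF rats between 1.22 and 2.21 CPM.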

Importantly, the volcano plot of differentially expressed mRNAs showed that BAIBA up-regulated the expression of miR-208b (Figure 5B), which we have previously shown to have a protective effect on myocardial apoptosis (26). Indeed, consistent with sequencing results, PCR showed alterations in miR-208b levels in response to exercise, regardless of HF or not (Supplementary File 2A). The clustering heatmap of DEGs showed differences in myocardial expression of miR-208b between the BAIBA and Sham groups (Figure 5D). 

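Between the BAIBA and Sham groups, the log2 fold change of Mir208b was 0.29 (standard error 0.29, adjusted p = 0.874 from edgeR's quasi-likelihood test, exact permutation p = 0.5), a difference smaller than the spread between rats, and this call did not change with any of the alternatives. The columns of the heatmap in Fig. 5D are marked HF and BAIBA. Of its 28 genes, 26 could be tested between these groups. The 12 tested genes that are drawn as higher under BAIBA had lower counts in the BAIBA than in the HF group, and the 14 tested genes that are drawn as lower, Mir208b among them, had higher counts. Of the 26 genes, 23 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. DESeq2 called 7 of the 28 genes between the BAIBA and HF groups and 4 between the BAIBA and Sham groups. From the higher Mir208b in the BAIBA group and its earlier finding that miR-208b protects against myocardial apoptosis, the paper proceeds to test in H9C2 cells whether miR-208b mediates the effect of BAIBA.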

Importantly, the expression of miR-208b was upregulated by BAIBA in a dose-dependent manner, with higher concentrations of BAIBA (10–30 μM) driving greater relative expression of miR-208b (Figure 5C). Moreover, BAIBA administration was found to reverse (*P* < 0.0001) the decrease in ATP concentrations in H9C2 cells caused by H_2_O_2_ (Figure 5E). Interestingly, administration of the miR-208b analog augmented BAIBA-induced cardioprotective effects, which was prevented by treatment with the miR-208b inhibitor (Figure 5F). In addition, the alterations in the expression of apoptosis-related proteins caused by H_2_O_2_ were reversed by treatment with the miR-208b analog, consistent with the effects of BAIBA, while the beneficial directional changers were attenuated by the miR-208b inhibitor (Figures 5G,H).

**Figure 5:**
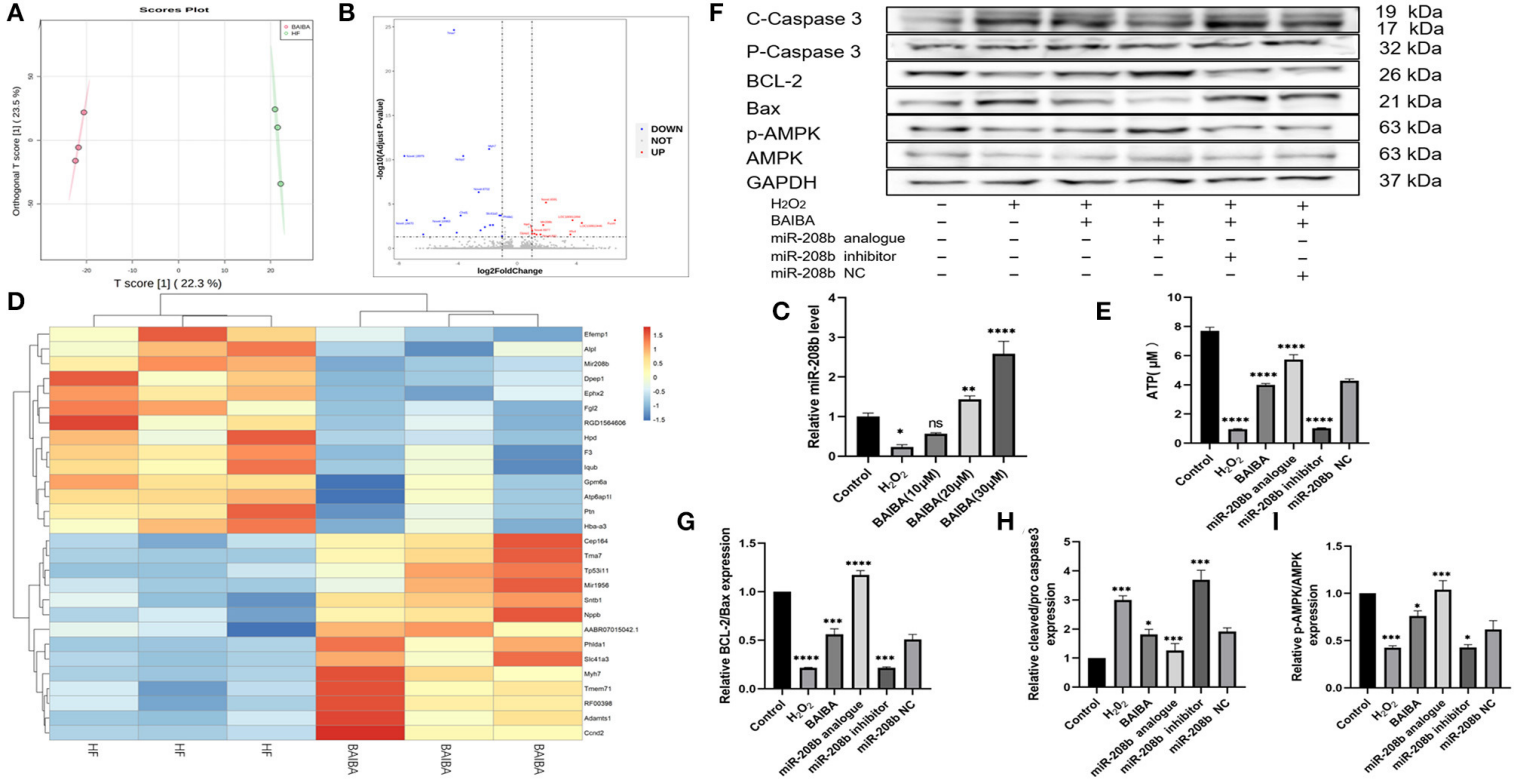
High-throughput sequencing shows that BAIBA plays an anti-apoptotic role through miR-208b. **(A)** OPLS-DA of BAIBA vs. HF group, *n* = 3. **(B)** Volcano plot of differential mRNAs. **(C)** Clustering heatmap of differential mRNA between the BAIBA and Sham groups. **(D)** Representative images of apoptosis-related proteins detected by WB. **(E)** Expression of miR-208b after stimulation with different concentrations of BAIBA vs. H_2_*O*_2_ group. *n* = 3, ****P < 0.0001; **P < 0.01; *P < 0.05. **(F)** ATP levels in each group, H_2_*O*_2_ vs. Control group; BAIBA, miR-208 analog vs. H_2_*O*_2_ group; miR-208 inhibitor vs. BAIBA group. *n* = 3. ****P < 0.0001. **(G,H)** Light density assessment of apoptosis-related proteins detected by WB. H_2_*O*_2_ vs. Control group; BAIBA, miR-208 analog vs. H_2_*O*_2_ group; miR-208 inhibitor vs. BAIBA group. *n* = 3; ****P < 0.0001, ***P < 0.001, *P < 0.05. **(I)** Light density assessment of p-AMPK detected by WB. H_2_*O*_2_ vs. Control group; BAIBA, miR-208 analog vs. H_2_*O*_2_ group; miR-208 inhibitor vs. BAIBA group. *n* = 3; ***P < 0.001, *P < 0.05.

### BAIBA Modulates Myocardial Metabolism Through the AMPK Pathway

It is clear from our study that upregulation of BAIBA and, subsequently, miR-208b improved energy metabolism and reduced apoptosis in HF rats. To further determine the specific metabolic targets of miR-208b in cardiomyocytes, a metabolomic profiling analysis was used. As shown in Figure 6A, metabolites were identified in both the positive (*n* = 183) and negative (*n* = 103) ion modes, with all metabolites classified and counted according to their chemical taxonomy and attribution. The OPLS-DA showed a clear separation between the two groups in both negative and positive ion modes (Figure 6B). Specifically, a total of 40 metabolites were found to be differentially expressed using a strict OPLS-DA Variable Importance for the Projection VIP >1 and *P*-value < 0.05 as the screening criteria (Table 1). The hierarchical clustering heatmap of the differential metabolites in the negative and positive modes is shown in Figures 6C,D. Differential abundance scores were used to analyze pathway changes in the metabolites, which showed that the differential metabolites were primarily involved in glycolysis and gluconeogenesis, glyceride metabolism, the pentose phosphate pathway, insulin resistance, purine metabolism, amino acid biosynthesis, and amino acid metabolism, histidine metabolism, arginine biosynthesis, glyoxylic acid, and dicarboxylic acid metabolism, glycine, serine, and threonine metabolism, taurine and low taurine metabolism, alanine, aspartic acid, and glutamic acid metabolism, β-glutamate, arginine and proline metabolism (Figure 6E), consistent with a role of BAIBA and miR-208b modulating myocardial metabolism. Importantly, the multi-group analysis showed that the differentially expressed genes and metabolites were mainly enriched in the AMP-activated protein kinase (AMPK) signaling pathway, which is a cellular energy sensor that plays a key role in cell growth, survival, and the maintenance of energy homeostasis. 

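A pathway annotation was not used here, so the enrichment in Fig. 6F was not recomputed from the transcriptomic data. Genes of the AMPK axis and of apoptosis that the paper measured by WB or qPCR were tested between the BAIBA and HF groups. The list held 15 genes and left out Cd36. None passed an adjusted p of 0.05, either over the list alone, where the lowest adjusted p was 0.949, or over all genes (edgeR's quasi-likelihood test), and DESeq2 and the fit of all 12 rats called none. The log2 fold changes of the AMPK subunit genes Prkaa1 and Prkaa2 were 0.02 (standard error 0.11) and -0.48 (standard error 0.63). Ppargc1a was at -0.04 (standard error 0.22), Cpt1b at -0.13 (standard error 0.15) and Acacb at -0.04 (standard error 0.12). These are levels of mRNA, and the phosphorylation of AMPK is not measured by them.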

Other pathways that were enriched, to a lesser extent, in the HIF-1 signaling, FoxO signaling, fructose and mannose metabolism, insulin secretion, glucagon signaling, and insulin resistance pathways (Figure 6F).

**Figure 6:**
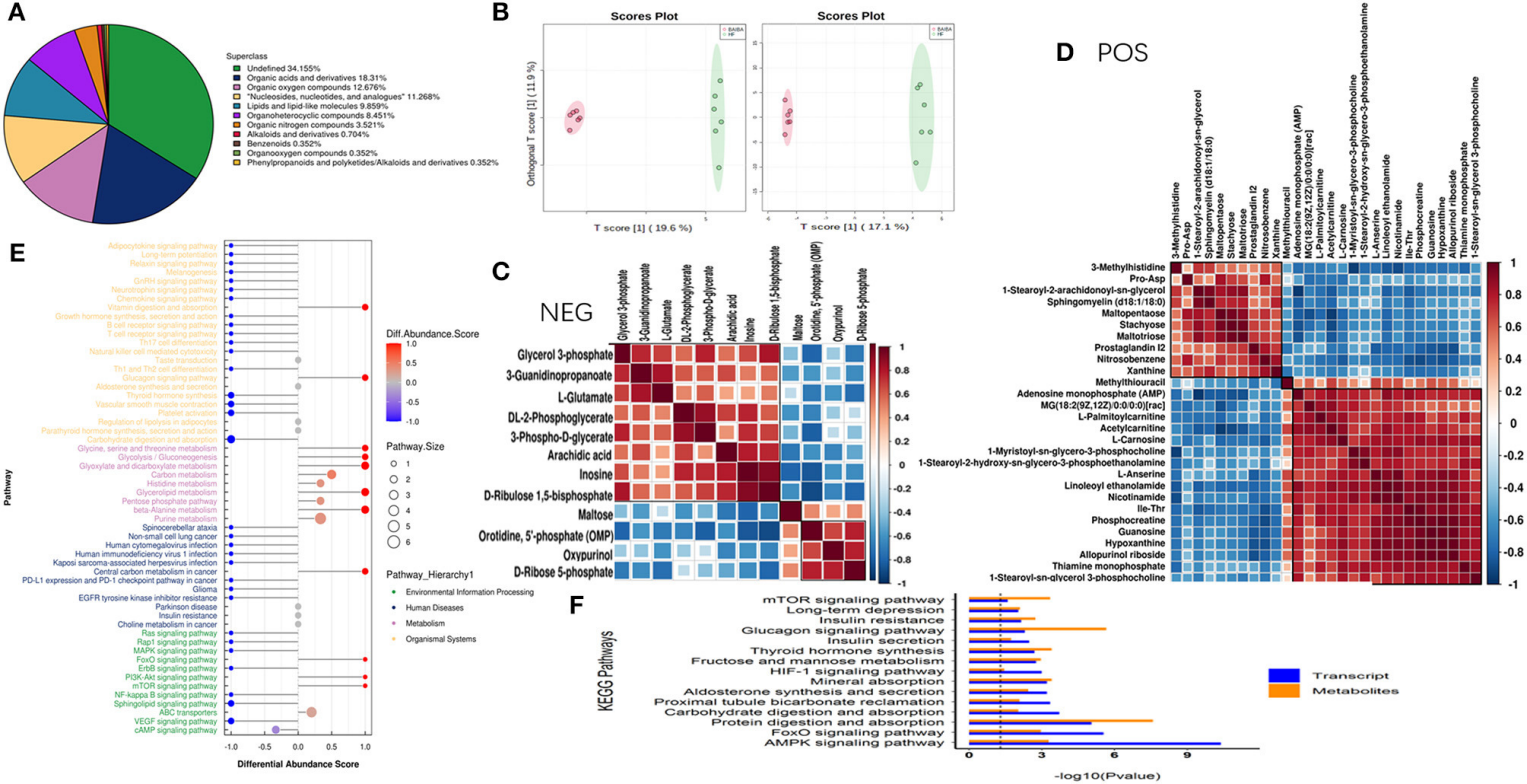
Combined transcriptomic and metabolomic analysis shows that BAIBA acts on the AMPK pathway. **(A)** The proportions of various metabolites. **(B)** OPLS-DA of BAIBA vs. HF groups, *n* = 6. **(C)** Hierarchical clustering heatmap of significantly different metabolites in the negative mode. **(D)** Hierarchical clustering heatmap of significantly different metabolites in the positive mode. **(E)** Hierarchical clustering heatmap of significantly different metabolites in the negative mode. **(F)** Significance level of the enrichment of genes and metabolites calculate by KEGG enrichment analysis.

**Table 1:** Differential metabolites between the BAIBA and Sham groups.

**Adduct**	**Name**	**VIP**	**FC**	***P*-value**	**m/z**	**rt(S)**
(M-H)-	Maltose	1.747133102	1.853496517	0.001105606	341.10984	449.316
(M-H)-	Inosine	12.68850649	0.712132158	0.001207444	267.07386	217.6715
(M+CH3COO)-	D-Ribulose 1 5-bisphosphate	1.782550319	0.408627194	0.006806923	369.00044	435.2515
(M-H)-	3-Guanidinopropanoate	2.954725215	0.706925321	0.006926241	130.06213	349.242
(M-H)-	Arachidic acid	1.684319676	0.568914743	0.007538358	311.29604	39.914
(M-H)-	DL-2-Phosphoglycerate	7.329573369	0.381760658	0.020325427	184.98581	470.9
(2M-H)-	3-Phospho-D-glycerate	1.661451592	0.236277794	0.022903901	370.98	470.953
(M-H)-	Orotidine 5′-phosphate (OMP)	1.241131943	2.081168265	0.026892841	367.01093	462.396
(M-H)-	Glycerol 3-phosphate	4.084530216	0.647349896	0.034960137	171.0064	430.0125
(M-H)-	Oxypurinol	3.882881699	2.518632379	0.035085539	151.02612	244.2205
(M+CH3COO)-	D-Ribose 5-phosphate	3.659360842	1.325621035	0.043880746	289.03359	461.66
(M-H)-	L-Glutamate	2.849537956	0.851050259	0.043943848	146.04609	396.561
(M+Na)+	Acetylcarnitine	1.462328082	0.777352931	0.000245574	226.10363	307.7345
(M+H)+	Linoleoyl ethanolamide	1.354137268	0.655316044	0.000279653	324.28769	36.2295
(M+H)+	Phosphocreatine	2.021285259	0.491283479	0.000868958	212.0419	438.9865
(M+H)+	Nicotinamide	10.74306783	0.861527316	0.000943401	123.05523	62.2415
(M+H)+	L-Carnosine	5.421254128	0.405729569	0.000965206	227.11325	422.118
(M+H)+	Hypoxanthine	11.7857247	0.749549435	0.001039384	137.04539	216.9845
(M+H)+	Guanosine	1.89912572	0.675033308	0.001314684	284.09775	262.743
(M+H)+	Ile-Thr	1.15320574	0.437272107	0.001616012	233.14837	50.792
(M+NH4)+	Stachyose	2.154557724	2.41875441	0.001949267	684.25204	488.522
(M+H-H2O)+	MG(18:2(9Z 12Z)/0:0/0:0)[rac]	3.985687426	0.713154762	0.002312178	337.2717	37.0085
(M+H-H2O)+	1-Stearoyl-2-arachidonoyl-sn-glycerol	3.795636092	1.243900004	0.003384257	627.5309	192.458
(M+NH4)+	Maltotriose	3.45554989	1.846746797	0.003497007	522.20034	449.2395
(M+CH3CN+H)+	Nitrosobenzene	1.178848398	3.325302789	0.003873997	149.07237	65.885
(2M+H)+	Allopurinol riboside	3.958330117	0.666746052	0.004621944	537.16584	216.9845
(M+H)+	1-Myristoyl-sn-glycero-3-phosphocholine	1.456332015	0.600830069	0.005324648	468.30597	200.3165
(M+H)+	Xanthine	1.574238507	1.288697953	0.005441952	153.039	219.5835
(M+Na)+	Maltopentaose	1.810989097	3.062600739	0.009029524	851.26122	507.208
(M+H)+	Prostaglandin I2	1.149081762	3.557597818	0.011067474	353.2302	161.7475
(M+H)+	Adenosine monophosphate (AMP)	1.028294798	0.585128158	0.011123783	348.06833	402.638
(M+H)+	3-Methylhistidine	2.088235504	1.488995206	0.011725758	170.09117	432.186
(M+H)+	Thiamine monophosphate	1.534209559	0.789752069	0.014247642	345.07645	490.066
(M+H)+	L-Palmitoylcarnitine	7.742755165	0.572001197	0.014438134	400.34053	175.461
(M+H)+	Sphingomyelin (d18:1/18:0)	2.537052905	1.128875942	0.016585356	731.60242	180.9475
(M+H)+	1-Stearoyl-2-hydroxy-sn-glycero-3-phosphoethanolamine	5.020219423	0.643566288	0.028989733	482.32254	198.3845
(M+H)+	Pro-Asp	1.148515883	1.075266343	0.030657874	231.09604	425.271
(M-2H+3Na)+	1-Stearoyl-sn-glycerol 3-phosphocholine	1.914627352	0.53137472	0.03432785	590.31848	184.124
(M+H-H2O)+	Methylthiouracil	1.291816999	0.788053158	0.036373882	125.01941	354.4835
(M+H)+	L-Anserine	6.031617223	0.28555341	0.04015567	241.12884	416.913

### BAIBA Increases AMPK Phosphorylation, Increases Free Fatty Acid Uptake and Oxidation Efficiency, and Improves Mitochondrial Function

Given the prominent enrichment of the differentially expressed in the AMPK pathway, we further interrogated the link between BAIBA administration and downstream changes in the AMPK signaling pathway. In rats with HF, oral administration of BAIBA elevated (*P* = 0.0003) the proportion of phospho-AMPK (p-AMPK) (Figures 7A,B), while in H9C2 cardiomyocytes, BAIBA also increased p-AMPK expression in the expression in a dose-dependent manner (Figures 7C,D). Transfection of the miR-208b analog amplified (*P* = 0.0001) this effect on AMPK phosphorylation, while the miR-208b inhibitor counteracted (*P* = 0.0222) the effect (Figures 5F,I). Taken together, these findings suggest that the phosphorylation of AMPK by BAIBA may be mediated by miR-208b. As a main metabolic switch, activated AMPK can increase the flexibility of metabolic substrates and improve mitochondrial function through mitochondrial biogenesis and quality control. Thus, we next performed WB analysis of downstream AMPK proteins in HF rat models. Fatty acids are an important metabolic substrate in the heart, and we therefore assessed changes in a number of these key enzymes in fatty acid oxidation (FAO), including carnitine palmitoyltransferase-1 (CPT-1), acyl-CoA dehydrogenase long chain (ACADL), and acetyl-CoA carboxylase (ACC), using WB (Figure 7E). In quantifying changes in these enzymes, compared with the HF group, BAIBA increased (*P* = 0.0014) the expression of the fatty acid uptake-related protein CD36 (Figure 7F). Moreover, BAIBA increased the expression of p-ACC (*P* < 0.0001) (Figure 7G), CPT-1 (*P* < 0.0001) (Figure 7H), and ACADL (*P* = 0.0015) (Figure 7I), all of which would increase fatty acid uptake and oxidation efficiency. At the same time, BAIBA also increased the biogenesis of mitochondria and improved their functioning (Figure 7J). Mitochondrial fusion and fission form the core of mitochondrial quality control. Our results showed that BAIBA ameliorated (*P* = 0.002; *P* = 0.0004) the reductions in optic nerve atrophy 1 (OPA1) and dynamic protein-associated protein 1 (Drp1) expression, thus improving mitochondrial quality (Figures 7K,L). Moreover, BAIBA was found to increase (*P* = 0.0288) the expression of peroxisome proliferator-activated receptor (PPAR) γ coactivator-1 α (PGC-1α), which is a strong activator of cardiac mitochondrial biogenesis (Figure 7M). SUCLA2 is a core enzyme of the tricarboxylic acid cycle (TCA), participating in acetyl-CoA oxidation; BAIBA attenuated (*P* = 0.0114) the decreased SUCLA expression in rats in the HF group (Figure 7N). Therefore, our findings suggest BAIBA mediates its beneficial effects on cardiac energetics by increasing AMPK phosphorylation, fatty acid intake and oxidation, and improving mitochondrial function.

**Figure 7:**
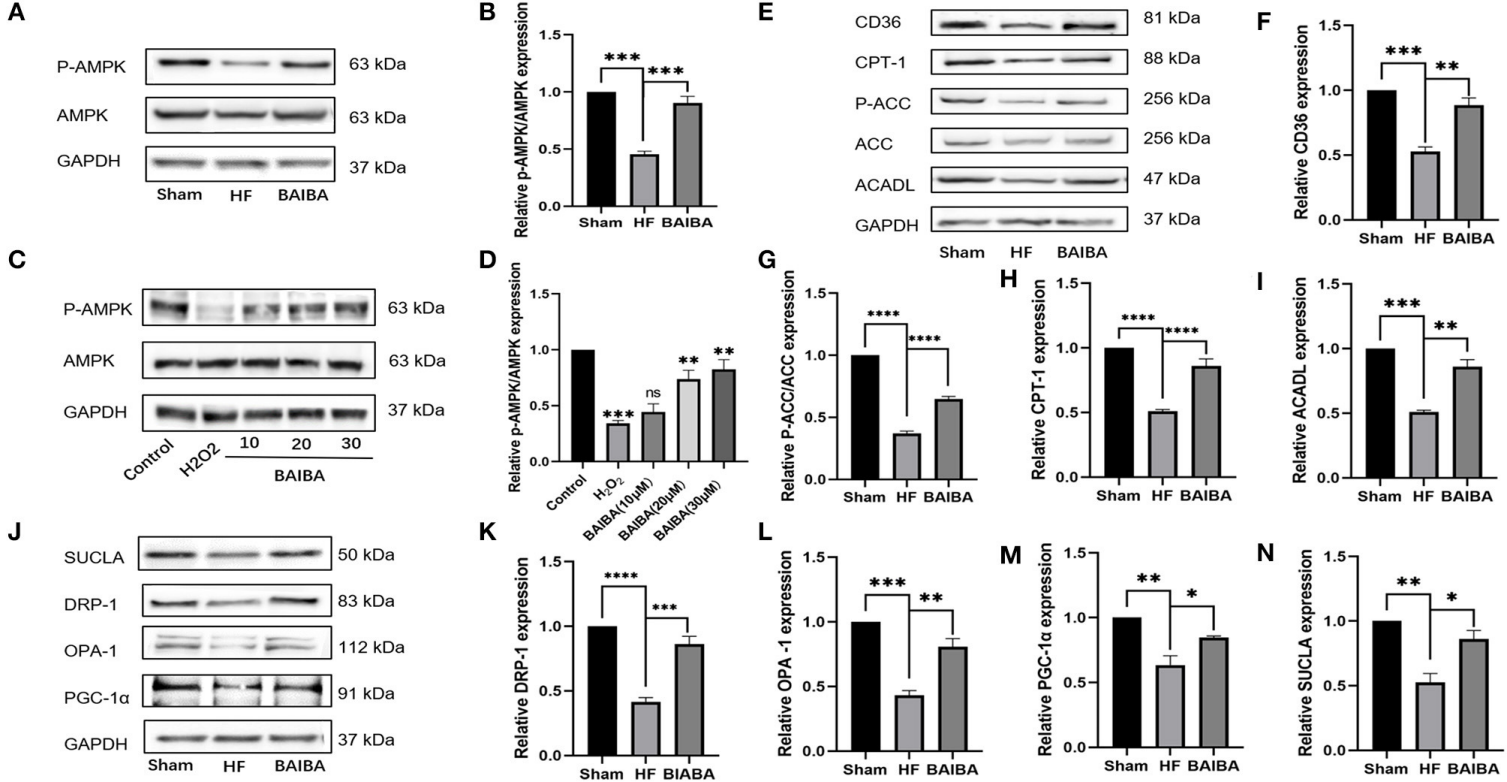
BAIBA increases cardiomyocytes AMPK phosphorylation, fatty acid intake and oxidation, and improves mitochondrial function of Heart Failure Rats. **(A)** Representative images of p-AMPK expression in the Sham, HF, and BAIBA groups detected by WB. **(B)** Light density assessment of p-AMPK expression in the Sham, HF, and BAIBA groups. *n* = 3; ***P < 0.001. **(C)** Representative images of p-AMPK expression in the Control, H_2_0_2_, BAIBA (10 mM), BAIBA (20 mM), and BAIBA (30 mM) groups detected by WB. **(D)** Light density assessment of p-AMPK expression in the Control, H_2_0_2_, BAIBA (10 mM), BAIBA (20 mM), and BAIBA (30 mM) groups. *n* = 3; ***P < 0.001, **P < 0.01. **(E)** Representative images of fatty acid uptake and oxidation-related protein expression in the Sham, HF, and BAIBA groups detected by WB. **(F–I)** Light density assessment of fatty acid uptake and oxidation-related protein expression in the Sham, HF, and BAIBA groups. *n* = 3; ****P < 0.0001; ***P < 0.001; **P < 0.01. **(J)** Representative images of mitochondrial protein expression in the Sham, HF, and BAIBA groups detected by WB. **(K–N)** Light density assessment of mitochondrial protein expression in the Sham, HF, and BAIBA groups. *n* = 3; ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05.

### The Protective Effects of BAIBA on Apoptosis, Disordered Energy Metabolism, Mitochondrial Function, and FA Uptake and Oxidation Are Offset by AMPK Inhibition

Our results suggest that the protective effect of BAIBA was mediated by the AMPK pathway. To further interrogate how activation of this pathway attenuates apoptosis, we began by assessing the impact of BAIBA on ROS production, which is known initiator of cardiomyocyte apoptosis. As shown in Figure 8A, ROS production was increase in the H_2_O_2_-treated group compared with the controls, consistent with a link to myocardial apoptosis. Importantly, treatment with BAIBA reversed this effect by reducing ROS production, while treatment with the AMPK inhibitor, Compound C, counteracted the BAIBA-mediated action (Figure 8A). Moreover, mitochondrial membrane potential staining showed similar directional changes with our treatment groups. Specifically, BAIBA treatment counteracted the drop in mitochondrial membrane potential caused by H_2_O_2_, which was counteracted (*P* = 0.0002) by treatment with Compound C (Figures 8B,C). Treatment with Compound C also reversed (*P* < 0.0001) the protective effects of BAIBA on ATP production (Figure 8D). Consistent with above, the BAIBA-mediated reversal of H_2_O_2_-induced changes in apoptosis-related protein expression was also offset by the AMPK inhibitor (Figures 8E–G). Analysis of the expression of proteins associated with fatty acid uptake and β-oxidation (Figures 8H–L) as well as mitochondrial proteins (Figures 8M–Q) further confirmed these findings, demonstrating that BAIBA mediates its cardioprotective effects through AMPK and that AMPK inhibition reverses the protective effect of BAIBA on the expression of these proteins.

**Figure 8:**
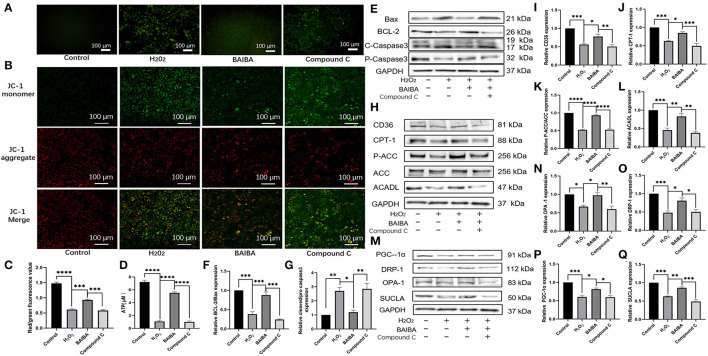
Effects of BAIBA administration on apoptosis, energy metabolism disorders, mitochondrial function, and fatty acid uptake and utilization. **(A)** ROS production in Control, H_2_*O*_2_, BAIBA, and Compound C-treated cells, the scale bar in each image is 100 μm. **(B)** Representative ΔΨ m staining determined by measuring changes in JC-1-derived fluorescence from red (high potential, J-aggregates) to green (low potential, monomeric) using confocal microscopy; data are representative of three independent experiments. **(C)** Statistical analysis of JC-1 red fluorescence percentage; *n* = 5 wells. ***P < 0.0001, ****P < 0.0001; **(D)** ATP levels in each group; *n* = 3. ****P < 0.0001; **(E)** Representative images of apoptosis-related proteins of each group. **(F,G)** Light density assessment of apoptosis-related protein expression. *n* = 3; ***P < 0.001, **P < 0.01, *P < 0.05. **(H)** Representative images of fatty acid uptake and oxidation-related protein expression in each group. **(I–L)** Light density assessment of fatty acid uptake and oxidation-related protein expression. *n* = 3; ****P < 0.0001; ***P < 0.001; **P < 0.01. *P < 0.05. **(M)** Representative images of mitochondria related protein expression of each group. **(N–Q)** Light density assessment of mitochondria related protein expression, *n* = 3; ***P < 0.001; **P < 0.01; *P < 0.05.

## Discussion

The heart is an energy-consuming organ and requires sufficient ATP to maintain its pump function. Normal cardiomyocytes have metabolic flexibility. Various metabolic substrates including fatty acids, carbohydrates (glucose and lactates), ketones, and amino acids enter the tricarboxylic acid cycle to form ATP, allowing the maintenance of normal cardiac contraction. Mitochondria play important roles in the production of ATP. By contrast, a loss of metabolic substrate flexibility caused by mitochondrial dysfunction may be a key factor in heart failure, leading to metabolic and oxidative stress as well as increased cellular apoptosis, forming a vicious cycle. Our results showed that in rats with HF after MI, the mitochondria were arranged in a disordered fashion, with swollen mitochondrial crests and many absent cristae, and there was significant mitochondrial vacuolation. As a result, the production of ATP decreased, which accelerated the progression of HF. Therefore, mitochondrial function is a crucial therapeutic target for heart failure (2, 32).

Moderate exercise is known to have a beneficial effect on heart function in patients with HF (9). Moderate continuous training is efficient, safe, and well tolerated by HF patients, and it is recommended by the Heart Failure Association Guidelines (15). Cardiac energy metabolism can be partially restored through exercise due to improvements in oxidation ability and by restoring energy transfer. Exercise can also restore cardiac autophagic flux in heart failure. This is related to improved mitochondrial quality control, bioenergetics, and cardiac function (16). Our results showed that in rats with HF after MI, the EF% of the exercise group was superior to that of the HF group. Despite being forced exercise, which may be associated with stress responses (33), 8 weeks of treadmill training alleviated the degree of cardiomyocyte apoptosis surrounding the infarcted region and improved mitochondrial morphology. The protective function of exercise in HF patients undergoing continuous aerobic exercise training is primarily determined by the total energy expenditure, including the training intensity, duration, and frequency of the training program. However, a considerable number of patients with HF are unable to undertake effective exercise due to circulatory disorders and skeletal muscle mitochondrial dysfunction, among other reasons. For these patients, their recovery can potentially be improved by the identification of the targets of exercise-induced protection and using these to find alternative treatments.

BAIBA is a small molecule (103.6 Da) produced by skeletal muscles during exercise and mediates the beneficial effect of exercise from skeletal muscle to other tissues and organs via the endocrine system (19). BAIBA activates the fatty acid β-oxidation pathway in the liver, converts white adipose tissue to brown fat (25), improves insulin resistance and skeletal myositis by the autocrine/paracrine systems, prevents diet-induced obesity (34), and protects against metabolic dysfunction in type 2 diabetes (22). Here, it was found that the production of BAIBA increased after exercise in both the control group and HF rats, which may underlie the cardioprotective effects of exercise in HF. Importantly, we found that 8-weeks of BAIBA administration in rats with HF improved cardiac function, reversed metabolic stress, and reduced apoptosis. Moreover, transcriptomic analyses revealed this protective action of BAIBA was found to be linked to increased expression of miR-208b, which is a heart-specific miRNA encoded on intron 27 of the gene encoding α-MHC that is essential for the expression of genes involved in cardiac contractility and fibrosis. 

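In the rat RefSeq annotation of GRCr8, Mir208b lies on chromosome 15 within the span of Myh7, which encodes the β-myosin heavy chain, and outside the span of Myh6, which encodes α-MHC. The related gene Mir208a lies within Myh6. A lncRNA gene, LOC120096985, also spans Mir208b and was not analysed here. The genome build of the deposited counts is not named in the paper's text, so coordinates are not given. In the myocardium, Myh6 was at 16206 ± 3536 CPM (SD, n = 3) in the BAIBA group, 12184 ± 1470 CPM in the HF group, 18673 ± 1125 CPM in the Sham group and 11199 ± 2086 CPM in the HFE group. Its log2 fold change was 0.41 between the BAIBA and HF groups (standard error 0.18, adjusted p = 0.851 from edgeR's quasi-likelihood test) and -0.62 between the HF and Sham groups (standard error 0.12, adjusted p = 0.709). Over the settings, the adjusted p of Myh6 between the HF and Sham groups ranged from 0.00073 to 0.806 (edgeR, DESeq2 or limma with Benjamini-Hochberg adjustment). Its log2 fold change stayed between -0.64 and -0.61, under the limit of 1 in size. Mir208b was thus higher and Myh7 lower in the BAIBA than in the HF group. Across the 12 rats, after the group means were removed, the correlation of Mir208b with Myh7 did not pass the test. Pearson's r was -0.533 (exact permutation p = 0.112, adjusted p = 0.224 over 4 relations) and Spearman's rho was -0.448 (exact permutation p = 0.195, adjusted p = 0.390). The correlation with Myh6 did not pass either (r = 0.0547, exact permutation p = 0.839, adjusted p = 0.839, and rho = 0.112, exact permutation p = 0.720, adjusted p = 0.720). With 12 rats, neither result excludes a relation. Without the 2 rats farthest from the median on the x axis, r was -0.139 with Myh7 and 0.162 with Myh6.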

An increased plasma concentration of miR-208b has been linked to myocardial injury and may serve as a biomarker of acute myocardial infarction (35). Nonetheless, previous studies have demonstrated miR-208b may serve a protective role in myocardial fibrosis after infarction through GATA4 signaling (36). Consistent with a cardioprotective role of miR-208b in the current study, we have previously shown that miR-208b has a protective effect on myocardial apoptosis (26). Specifically, our findings confirm that BAIBA increases the expression of miR-208b in a dose-dependent manner, and that the miR-208b analog is a downstream mediator of the protective effects on left ventricular remodeling and function through the reduction of metabolic stress and apoptosis caused by mitochondrial dysfunction in rats with HF. Indeed, metabolomic profiling linked the protective effects to differential regulation of metabolites involved in glycolysis, gluconeogenesis, amino acid biosynthesis, and other metabolic pathways, consistent with the maintenance of mitochondrial energetics being important being a crucial therapeutic target in HF. Importantly, we identified that the protective effect of BAIBA on the heart in HF is linked to the AMPK signaling pathway, with both BAIBA and miR-208b increasing AMPK phosphorylation in a concentration-dependent manner. As miR-208b analog transfection enhanced AMPK activation by BAIBA, and the miR-208b inhibitor counteracted this effect, our findings suggest a novel cardioprotective signaling cascade in which activation of AMPK by BAIBA may be mediated by miR-208b.

Our *in vivo* findings of a BAIBA-mediated increases in AMPK supports the notion that reducing cardiomyocyte metabolic stress is important for HF treatment and outcomes. As a cellular energy sensor and metabolic switch, AMPK plays a key role not only in cell growth and survival but also in systemic energy homeostasis (37). Moreover, AMPK mediates mitochondrial fission to cope with energy stress, which would be increased in HF. Our findings support a mechanistic framework by which BAIBA reduces cardiomyocyte metabolic stress and apoptosis caused by mitochondrial dysfunction through the miR-208b/AMPK pathway. Indeed, our results showed that BAIBA can not only increase the expression of AMPK, but can effectively improve the expression of proteins related to fatty acid uptake and oxidation, which is known to have beneficial effects in HF models (38, 39). Mechanistically, BAIBA promotes fatty acid uptake by cardiomyocytes by increasing the translocation of the fatty acid transporter CD36 to the membrane (40). In addition, the rate-limiting step of β-oxidation is the CPT1-mediated mitochondrial transmembrane transfer of fatty acids. Moreover, AMPK inhibits the production of malonyl-CoA carboxylase (ACC) by phosphorylation, increases the activity of CPT1, and increases the efficiency of myocardial fatty acid β-oxidation (41). As BAIBA increases CPT-1 levels in the context of heart failure and thereby improves the efficiency of fatty acid oxidation and attenuates metabolic stress (42). Indeed, we found that BAIBA effectively improved the expression of mitochondrial proteins. As the power houses that maintain cardiac energy supply, mitochondrial dysfunction is a prominent mediatory of pathological processes that can drive adverse cardiac remodeling, including redox imbalance, protein modification, ROS signaling, ion homeostasis, and inflammation (43, 44). However, our findings suggest BAIBA may prevent mitochondrial dysfunction by upregulating the expression of OPA1 and Drp1. Mitochondrial fusion and fission are the core of mitochondrial quality control and the fusion of the mitochondrial inner membrane is dependent on OPA1, which maintains closure of the crest junction, preventing cytochrome c release and apoptosis (45). Thus, reduced expression of OPA1 in dysfunctional mitochondria is accompanied by the destruction and loss of the mitochondrial crest and loosening of the mitochondrial junction, leading to apoptosis (46, 47). Moreover, Drp1 is a GTP enzyme that mediates mitochondrial fission (48) which promotes autophagy of damaged mitochondria (49). By contrast, reduced levels of Drp1 results in mitochondrial elongation and accumulation of damaged mitochondria, together with an inhibition of mitochondrial autophagy, leading to mitochondrial dysfunction and cardiomyocyte apoptosis (50). Thus, the improvement in mitochondrial function could increase the stability of the mitochondrial membrane potential and optimize the morphology of the mitochondrial crest, thus avoiding cytochrome c release and ROS accumulation, and ultimately preventing apoptosis. Taken together, our findings suggest that in patients with HF, the pharmacological activation of AMPK with BAIBA could be used as a therapeutic strategy to improve cardiac energy supply. While SGLT2, metformin, statins, and trimetazidine have received significant attention in the treatment of cardiovascular diseases because of their activation of AMPK (51–54), our findings suggest that BAIBA administration could be an alternative therapeutic approach to reduce metabolic stress and mitochondrial dysfunction in HF.

In addition to regulating the metabolism of the failing heart, AMPK can also mediate a variety of physiological signaling pathways (55). AMPK promotes autophagy directly through phosphorylation of the Unc-51-like kinase 1 (ULK1) kinase complex (56), and indirectly enhances autophagy through mTORC1 inactivation (57). The inhibition of mTOR affects protein synthesis, reducing the accumulation of unfolded proteins and thus reducing endoplasmic reticulum stress (58). AMPK activation can also reduce inflammation and cell death by inhibiting JNK and NF-κB, thereby protecting cardiomyocytes (59).

Our study is not without limitations. While our findings show the cardioprotective effect of BAIBA is mediated through an miR-208b/AMPK-mediated pathway, we cannot rule out that other pathways may contribute to the protective effect on cardiac structure and function. Moreover, we did not use double staining to indicate which cell type in heart tissue is subjected to apoptosis. Co-staining cardiomyocytes with TUNEL staining would be more convincing for the presentation of the results, though it is well-established that MI models of HF induce cardiomyocyte apoptosis. In addition, we used GAPDH as an internal control for normalizing expression. However, apoptosis caused by mitochondrial dysfunction may be accompanied by changes in glycolysis. To overcome this limitation, we further monitored the relative levels of β-actin in our samples, with our results indicating the relative level of GAPDH is almost equal to that of β-actin (Supplementary File 2).

In conclusion, this study confirmed that exercise-generated BAIBA increased AMPK phosphorylation through the expression of miR-208b to reshape the energy metabolism of rats with HF, improving mitochondrial dysfunction and reducing apoptosis. But for patients with heart failure, whether BAIBA can be used as an alternative for exercise therapy still requires more studies.

## Conclusion

Exercise-generated BAIBA can reduce cardiomyocyte metabolic stress and apoptosis induced by mitochondrial dysfunction through the miR-208b/AMPK pathway.

## Data Availability Statement

The data presented in the study are deposited in the MetaboLights repository, accession number MTBLS3927; And GEO repository, accession number GSE193432.

## Ethics Statement

Animal experiments were approved by the Ethics Committee of the First Hospital of Jilin University. The ethics number is 20210710. Written informed consent was obtained from the patient for the publication of this case report and any accompanying images.

## Author Contributions

PY is the chief investigator, conceived the study, led the proposal, and protocol development. WWC, MY, and JSL contributed to study design. YNY performed experiments, analyzed and interpreted the data, and drafted the manuscript. HS contributed resources, designed research, in supervised the project, and reviewed the manuscript. All authors read and approved the final manuscript.

## Funding

This work was supported by the National Natural Science Foundation of China, No. 81570360.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Exercise-Generated β-Aminoisobutyric Acid (BAIBA) Reduces Cardiomyocyte Metabolic Stress and Apoptosis Caused by Mitochondrial Dysfunction Through the miR-208b/AMPK Pathway
**Source:** Front Cardiovasc Med. 2022 Feb 25;9:803510. doi: 10.3389/fcvm.2022.803510
**Supplement:** Supplementary file 1

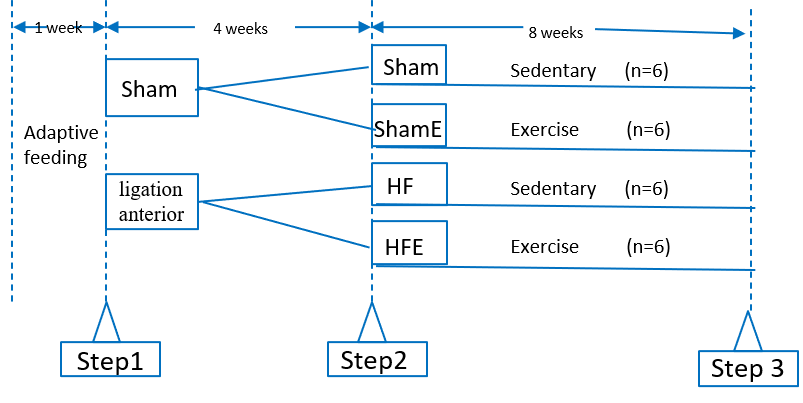

**Supplementary document 1：**

**Step1:** Ligation the anterior descending coronary artery to create the rat HF model. The Sham group was threaded only without ligation.

**Step2:** All surviving rats were examined by echocardiography and were divided into groups according to cardiac function. HFE group and ShamE group rats were treated with treadmill exercise, while the Sham and HF groups were sedentary.

**Exercise training program:** Rats in HFE and ShamE group were involving 10-20 min acclimation, 0.3-0.6 km/h, and 0% incline. After three days’ acclimation, the maximum exercise intensity was tested, starting at 0.3 km/h and increasing by 0.3 km/h every 3 min until exhaustion. The rats were run on the treadmill for eight weeks (50% to 60% of maximum intensity) ,60 min/day, 5 days/week, and at a 0% incline.

**Step3:** All surviving rats were again examined by echocardiography, after which the hearts were removed and frozen in liquid nitrogen until used for transcriptomic and metabolomic sequencing and and biochemical analysis.

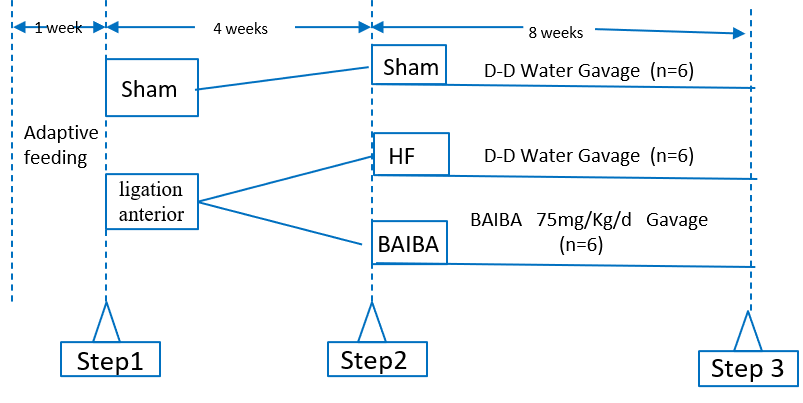

**Step1:** Ligation of the anterior descending coronary artery to create the rat HF model. The Sham group was threaded only without ligation.

**Step2:** All surviving rats were examined by echocardiography and divided into groups according to cardiac function. The Sham and HF groups were treated with BAIBA（75mg/Kg/day）.

**Step3:** All surviving rats were again examined by echocardiography, after which the hearts were removed and stored in liquid nitrogen for biochemical analysis.

# Supplementary material for: Exercise-Generated β-Aminoisobutyric Acid (BAIBA) Reduces Cardiomyocyte Metabolic Stress and Apoptosis Caused by Mitochondrial Dysfunction Through the miR-208b/AMPK Pathway
**Source:** Front Cardiovasc Med. 2022 Feb 25;9:803510. doi: 10.3389/fcvm.2022.803510
**Supplement:** Supplementary file 2

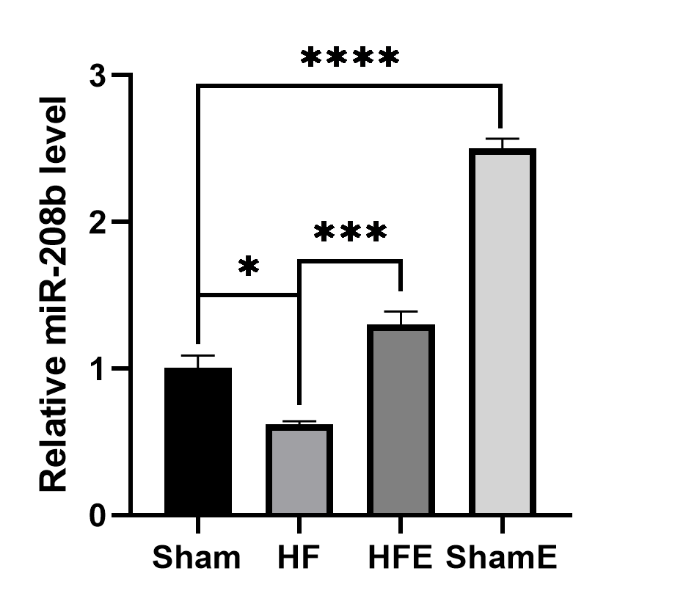

**Supplementary file 2-A:** Expression of miR-208b in Sham, HF, HFE and ShamE groups, n=3, ****P＜0.0001；***P＜0.001; *P＜0.05.

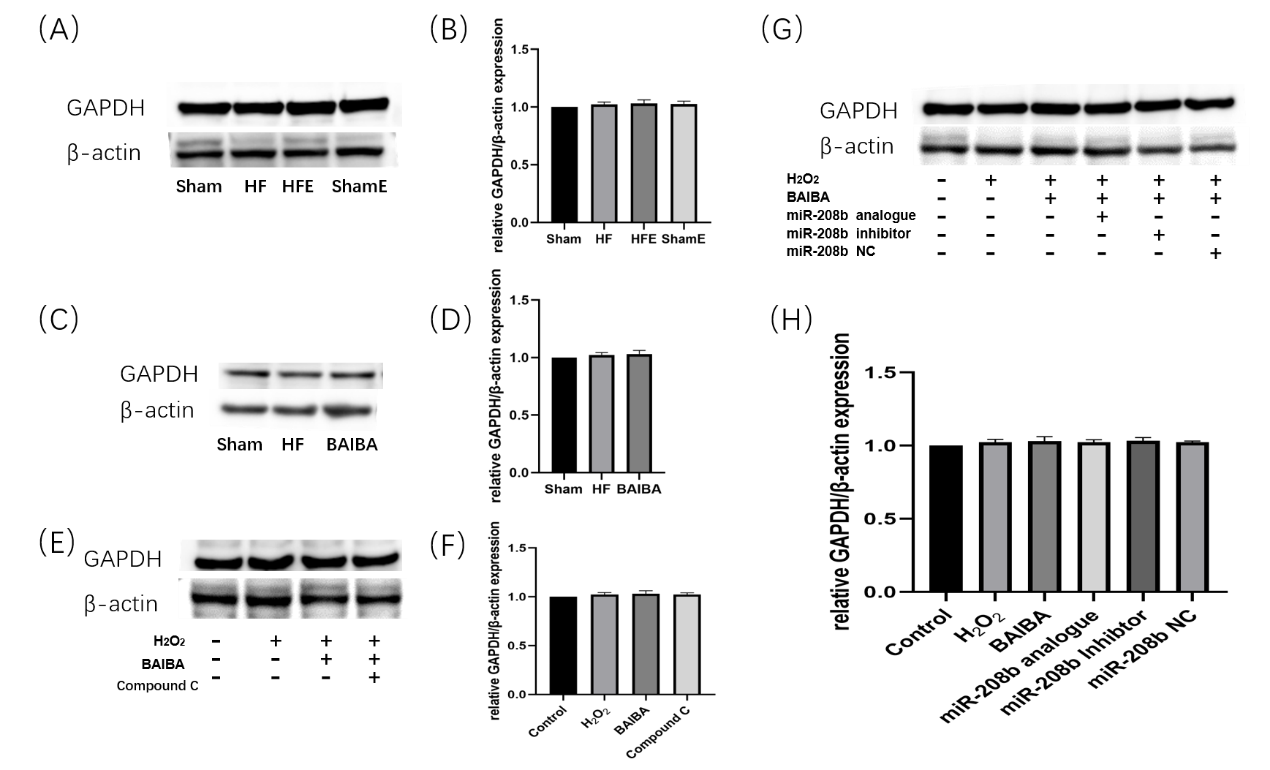

**Supplementary file 2-B:** (A) Representative images of GAPDH and β-Actin proteins by WB in Sham,HF,HFE and ShamE group, (B) Light density assessment of control proteins detected by WB. n=3; P＞0.05.(C) Representative images of control proteins by WB in Sham, HF and BAIBA group, (D) Light density assessment of control proteins detected by WB. n=3; P＞0.05. (E) Representative images of control proteins by WB in Control, H_2_0_2_, BAIBA, and compound C-treated cells; (F) Light density assessment of control proteins detected by WB. n=3; P＞0.05. (G) Representative images of control proteins by WB in Control, H_2_0_2_, BAIBA, miR-208b analogue; miR-208b inhibitor and miR-208b NC group cells; (F) Light density assessment of control proteins detected by WB. n=3,P＞0.05.

# Supplementary material for: Exercise-Generated β-Aminoisobutyric Acid (BAIBA) Reduces Cardiomyocyte Metabolic Stress and Apoptosis Caused by Mitochondrial Dysfunction Through the miR-208b/AMPK Pathway
**Source:** Front Cardiovasc Med. 2022 Feb 25;9:803510. doi: 10.3389/fcvm.2022.803510
**Supplement:** Supplementary file 3

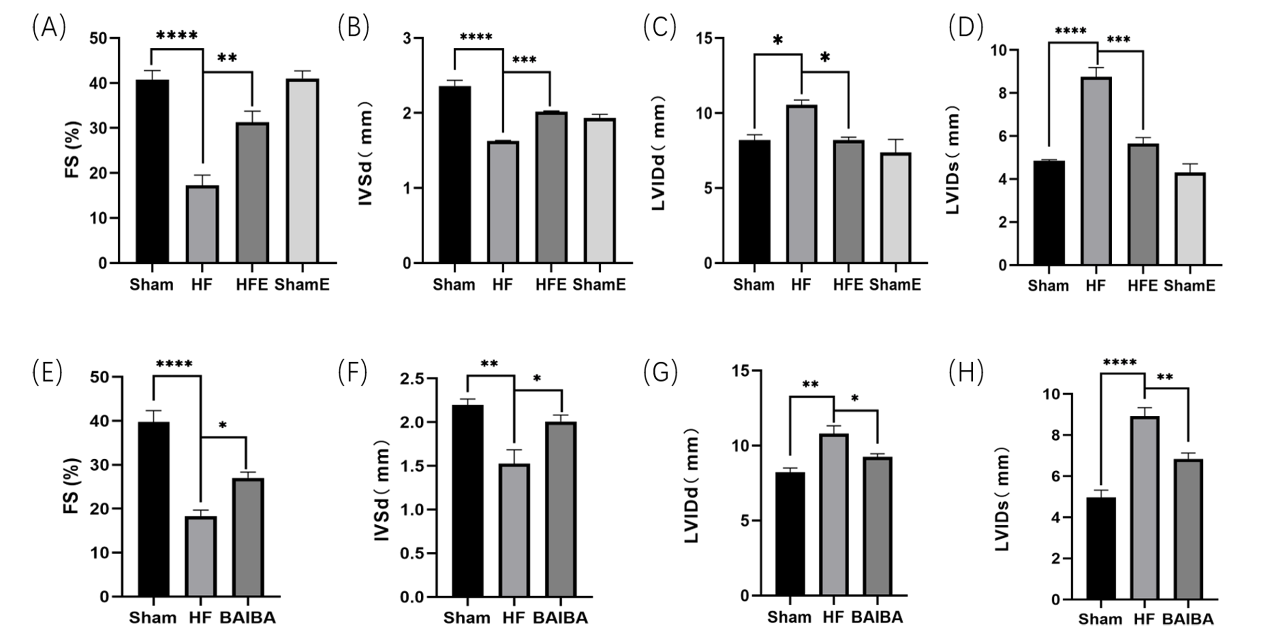

**Supplementary file 3：Exercise and BAIBA improved the cardiac function of rats with heart failure after myocardial infarction. (A)** Statistical analysis of fractional shortening (FS%) determined by echocardiography in Sham, HF, HFE and ShamE groups. n=4; **** P＜0.0001；**P＜0.01. **(B)** Statistical analysis of interventricular septal thickness (IVDs) determined by echocardiography in Sham, HF, HFE and ShamE groups. n=4; **** P＜0.0001；***P＜0.001. **(C)** Statistical analysis of left ventricular end diastolic diameter (LVIDd) determined by echocardiography in Sham, HF, HFE and ShamE groups. n=4; *P＜0.05. **(D)** Statistical analysis of Left ventricular end systolic diameter (LVIDs) determined by echocardiography in Sham, HF, HFE and ShamE groups. n=4; **** P＜0.0001；***P＜0.001. **(E)** Statistical analysis of fractional shortening (FS%) determined by echocardiography in Sham, HF, and BAIBA groups. n=4; **** P＜0.0001；*P＜0.05. **(F)** Statistical analysis of interventricular septal thickness (IVDs) determined by echocardiography in Sham, HF and BAIBA groups. n=4; ** P＜0.01；*P＜0.05. **(G)** Statistical analysis of left ventricular end diastolic diameter (LVIDd) determined by echocardiography in Sham, HF and BAIBA groups. n=4; ** P＜0.01；*P＜0.05. **(H)** Statistical analysis of Left ventricular end systolic diameter (LVIDs) determined by echocardiography in Sham, HF and BAIBA groups. n=4; **** P＜0.0001；**P＜0.01.

How the deposited data were processed for this re-analysis (not part of the article)

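Left ventricular RNA of 12 male rats was measured by sequencing, with 3 rats in each of the Sham, HF, HFE and BAIBA groups. The labels of the samples give the group and a replicate number, and the paper gives the dose, the exercise and the timing. The series' design text counts fewer groups than the labels name, and the labels were used. The paper's supplement describes BAIBA treatment of the Sham and HF groups, while the methods give BAIBA to rats with HF only. The methods and labels were followed.

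The authors removed adapters and low-quality reads, aligned the reads to a rat genome with HISAT2, assembled further genes with StringTie and Gffcompare, and counted reads on each gene with featureCounts. The paper's text names no genome build, annotation release or tool versions and does not say whether the counting used the strand. The deposited counts are whole numbers without normalization. The deposited FPKM values were computed by the authors from the same counts and the gene lengths. For 12388 genes with at least 50 counts in at least 2 rats, the length implied by count and FPKM was the same in each rat (largest ratio 1), and a further deposited table repeated both sets of values without a difference. All columns with values belonged to the 12 rats.

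The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Each of 5 comparisons (BAIBA against HF, BAIBA against Sham, HF against Sham, HFE against HF, and BAIBA against HFE) was fitted on the 2 groups compared, with TMM normalization, the filterByExpr filter, robust quasi-likelihood fits and no covariate. Mir208b was kept whatever the filter. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM values used TMM factors over all 12 rats. Single genes were also compared by a two-sided exact permutation test of log2(CPM + 0.1) over the 20 assignments of 6 rats, whose smallest p is 0.1. Principal components used log2 CPM with a prior count of 2 over the 500 most variable genes. Adjusted p-values without another tool's name are from edgeR's quasi-likelihood test.

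The depth was between 14812541 and 19732588 counts per rat. No pair of replicates was identical, and the chi-square statistic per degree of freedom between replicates of a group ranged from 11.8 to 33.7, so none of them differed by sampling noise alone. The procedure was tested on 3 sets of simulated counts with 200 genes changed 4-fold.

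The alternatives, set before the data were examined, were DESeq2 1.42.0 with its own size factors, RLE normalization, library-size scaling only, no filter beyond 1 count, at least 10 counts in every library, a fit of all 12 rats, the replicate number as a block, each rat left out in turn, an unadjusted p, no limit on the fold change, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1) for genes with a mean FPKM of at least 0.1, and the genes without an Ensembl identifier left out. For the principal components they were all filtered genes, log2(FPKM + 1) and all 12 rats. The replicate numbers come from the sample labels, and same-numbered rats are different animals.

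Genes named in the text were chosen by a rule set at the same time as the alternatives: every gene that the paper names or labels in a figure and that the comparison is about, and in each comparison up to 5 higher and 5 lower DEGs with the largest changes among those with a gene symbol and no overlap between the rats of the groups, and marker genes in the tests of labels and tissue. Myl7, Arntl and LOC120096985 were named after their values were seen, as were the clock genes and the genes set beside Myl7. Pathway enrichment was left out because no pathway annotation was used here. The heatmap gene listed as RF00398 matches 13 genes and was not tested, and Mir1956 was below the filter. Cd36 was not analysed here. Gene names came from the deposited table, and 18960 of its symbols were found in the RefSeq annotation of GRCr8, which was used only for names and neighbours.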

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

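All tests in this part were chosen after the results were seen. The paper's text gives no sequencing values for the HFE group, although it describes the PCR change of miR-208b with exercise as matching its sequencing. For the BAIBA and Sham groups it gives the numbers of genes and Mir208b only. Both comparisons held genes past the threshold.

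Between the BAIBA and Sham groups 6 DEGs were found by edgeR's quasi-likelihood test. Myh7 had a log2 fold change of -1.17, F3 of 1.06 and RGD1563601 of -5.48, and for each of them the 3 rats of one group lay outside the range of the other. Among the 4 splits of these 6 rats that part all same-numbered rats, 1, the real one, gave as many DEGs. The other 6 splits keep 2 of the 3 same-numbered pairs together, and one of them gave 9 DEGs, so chance is not excluded by this design. Differences between individual rats, such as a strain or donor variant against the reference, were tested in the HF and HFE groups, which played no part in the calls: 5 of the 6 DEGs had at least a 4-fold range among the rats of one of these groups, against a median of 0 in 10000 sets of genes matched on expression (permutation p = 1e-04, the smallest these sets can give). Most of these calls, RGD1563601 among them, may therefore reflect differences between rats. F3 only just reached the limit, with a 4.06-fold range among HFE rats and 1.91-fold among HF rats. Myh7 was under it, with a 2.04-fold range among HF rats and 1.29-fold among HFE rats. For Myh7, reads shared with its paralog Myh6 were tested in both directions. Reads of Myh7 counted on Myh6 in the BAIBA group would have raised Myh6, but the mean of Myh6 in the BAIBA group minus that in the Sham group was -2467 CPM. Reads of Myh6 counted on Myh7 would make the 2 genes fall together, as they did. If a fixed fraction of Myh6 is counted on Myh7, that fraction cannot exceed the lowest ratio of Myh7 to Myh6 in a rat (0.196), and the fall of Myh6 then gives at most 11.2% of the fall of Myh7. With library-size scaling only, the log2 fold change of Myh7 was -1.18, so composition normalization did not make it. The tissue site, which the methods describe differently for the BAIBA group and the results do not, may follow the condition. Sets of marker genes differed between the BAIBA and Sham groups on the log2 scale by 0.12 for fibrosis (exact permutation p = 1), -0.12 for cardiomyocytes (p = 0.2), -2.60 for atrial genes (p = 0.1, the smallest possible) and 0.83 for erythroid genes (p = 0.1), so a difference in tissue content is not excluded. A lower level of Myh7 with BAIBA than in Sham rats remains a hypothesis, and with the fit of all 12 rats its adjusted p was 0.302.

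Between the BAIBA and HFE groups 12 DEGs were found, 2 higher and 10 lower in the BAIBA group. Gstt3 had a log2 fold change of 1.72, and among the lower genes Irx5 was at -2.36, Myh7 at -2.08, Cenpf at -1.78, Bcl6b at -1.49 and Slc41a3 at -1.40, with no overlap between the rats of the groups for any of the 6. Of the others, 4 were genes without an Ensembl identifier. Rats with the same replicate number deviated from their group means together in these groups (mean r = 0.172, from 0.118 to 0.224 over the pairs). With the replicate number as a block, 17 genes were higher and 15 lower, with 11 of the 12 DEGs among them. Among the 4 splits that part all same-numbered rats, 1, the real one, gave as many DEGs, and the other 6, which keep 2 pairs together, gave at most 2. With library-size scaling only, 7 DEGs remained, so normalization does not account for all of them. One BAIBA rat, rat 1, had a high level of the scar gene Postn (40.3 CPM, the highest of the BAIBA rats), and a candidate explanation was other tissue in that library. Without BAIBA rat 1, 20 DEGs were found, 10 of the 12 among them, which is not what that explanation predicts. A difference in tissue shared by all BAIBA rats is not addressed by leaving out that library. The list held less well when another rat was left out: without BAIBA rats 2 and 3, 4 and 3 of the 12 were found again, and without HFE rats 1, 2 and 3 it was 3, 3 and 5. Most of the 12 were therefore lost in these fits, which also have less power with 5 rats. Myh7 (adjusted p from 0.00399 to 0.0223) and Bcl6b (from 0.00641 to 0.0225) passed in all 6 of these fits and, over the other settings, had an adjusted p of at most 0.0114 and 0.0454 (edgeR, DESeq2 or limma with Benjamini-Hochberg adjustment). In the Sham and HF groups, 1 of the 12 DEGs, Cenpf, had at least a 4-fold range among rats (median 0 in matched sets, permutation p = 0.343), which leaves differences between rats without evidence for most of these genes. The real division also had the most genes at an unadjusted p under 0.05 (1420, against at most 984 in the others), but 1 of 10 is the smallest share the divisions can give, so they cannot decide on chance in either direction. Strain or batch information beyond the replicate numbers was not used here. The methods list the HFE group under the exercise studies and the BAIBA group under the BAIBA studies. A difference between the studies is therefore not excluded in this comparison. Nor is a difference in tissue site, which the methods describe differently for the BAIBA group. The set of erythroid genes differed by 0.54 on the log2 scale between the BAIBA and HFE groups (exact permutation p = 0.1).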

How the results depend on the processing

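The alternatives are those named in the processing summary, except those for the direction of the genes in Fig. 5D, which were chosen after seeing the data.

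The direction of Mir208b was the same under each alternative in each of the 5 comparisons, of which BAIBA against HFE was added for Mir208b after seeing the data. Its log2 fold change between the BAIBA and HF groups ranged from 1.73 to 1.79 over 11 settings, and from 1.56 to 1.97 across the 6 fits that each left out one rat. It passed the threshold with DESeq2 (1.76, adjusted p = 0.00208) and with an unadjusted p (1.75), and not under the other alternatives, with an adjusted p as high as 0.689 over the settings and 0.955 over the left-out fits. Between the HF and Sham groups it passed with an unadjusted p only (-1.47), and over the left-out fits ranged from -1.72 to -1.27. Its range over the left-out fits was 0.03 to 0.46 between the BAIBA and Sham groups and 0.34 to 0.76 between the HFE and HF groups. For BAIBA against HFE it was 1.22 (adjusted p = 0.164 from edgeR's quasi-likelihood test), from 1.08 to 1.36 over the left-out fits, and it passed with DESeq2 (1.22, adjusted p = 0.0150) and with an unadjusted p (1.22) only, with an adjusted p from 0.0150 to 0.227 over the settings.

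Numbers of DEGs moved most. With DESeq2 the higher and lower genes were 11 and 18 for BAIBA against HF (0 and 0 with edgeR, where 834 genes had an unadjusted p under 0.05), 41 and 37 for BAIBA against Sham (2 and 4 with edgeR), 9 and 15 for HF against Sham (0 and 0, with 898 genes at an unadjusted p under 0.05), 10 and 9 for HFE against HF (0 and 0, with 1139 such genes), and 102 and 68 for BAIBA against HFE (2 and 10). The higher share was 16.7% of the DEGs with edgeR and 60.0% with DESeq2 in BAIBA against HFE, and 33.3% and 52.6% in BAIBA against Sham. With an unadjusted p under 0.05 and the same fold limit, the numbers were 97 and 102, 148 and 104, 90 and 101, 70 and 88, and 221 and 151 in the same order of comparisons. Without a filter on low counts they were 0 and 2 for BAIBA against HF, 14 and 16 for BAIBA against Sham, 1 and 1 for HFE against HF, and 10 and 20 for BAIBA against HFE. With at least 10 counts in every library, 1 gene was lower for BAIBA against HF, and 1 was higher and 1 lower for BAIBA against Sham. In the fit of all 12 rats, 1 gene was lower for BAIBA against HF (Myh7), 0 and 0 were found for BAIBA against Sham, where 1136 genes had an unadjusted p under 0.05, and 0 and 3 for BAIBA against HFE. With library-size scaling only, BAIBA against HFE gave 1 and 6. With limma on log2(FPKM + 1), BAIBA against Sham gave 0 higher genes and BAIBA against HFE 0 and 2, and on log2(FPKM + 0.1) they gave 1 higher gene, and 1 and 2. With the genes without an Ensembl identifier left out, BAIBA against Sham gave 0 and 2, and BAIBA against HFE 1 and 5. The cause of these changes was not tested.

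With the replicate number as a block, BAIBA against Sham gave 2 higher and 7 lower genes, BAIBA against HFE gave 17 and 15, and the other comparisons gave 0. The mean correlation of the deviations of same-numbered rats was 0.0323 for BAIBA and HF, -0.00342 for BAIBA and Sham, -0.0222 for HF and Sham, 0.0272 for HFE and HF and 0.172 for BAIBA and HFE, so the numbers paired the rats by more than 0.1 in the last comparison only.

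Across the 6 fits of each comparison that left out one rat each, the higher genes ranged from 0 to 1 and the lower from 0 to 3 for BAIBA against HF, from 1 to 9 and from 3 to 7 for BAIBA against Sham, from 0 to 2 and from 0 to 2 for HF against Sham, and from 0 to 8 and from 3 to 14 for BAIBA against HFE, with 0 in each fit for HFE against HF. Of the 12 DEGs of BAIBA against HFE, between 3 and 10 were found again. Myh7 between BAIBA and HFE had an adjusted p from 0.00399 to 0.0223 in these fits, and between BAIBA and Sham from 0.0147 to 0.0894. Casp12 reversed between BAIBA and HF, with log2 fold changes from -0.15 to 0.26. In the left-out fits, 27 other values of single genes fell below the threshold and 3 rose above it, and under the other alternatives 25 fell below and 15 rose above, all in their own direction. RGD1563601 had no value with at least 10 counts in every library.

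The share of variance on PC1 was 39.0%, against 31.3% with all filtered genes and 23.0% with all 12 rats, and ranged from 37.2% to 45.1% with each rat left out. The list of AMPK-axis and apoptosis genes had 0 past the threshold under each setting run. The genes of Fig. 5D tested in the direction opposite to the figure numbered from 24 to 27 over the alternatives. Enrichment of the AMPK pathway and its alternative were not run, because a pathway annotation was not used here. The lowest count in a rat was 23 for Mir208b, 11 for Tma7 and 3 for RGD1563601.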

Differences from the paper's values

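The paper's text gives 11 genes higher and 18 genes lower in the BAIBA than in the Sham group. The quasi-likelihood test of edgeR gave 2 higher and 4 lower. Among the alternatives set before the data were examined, the counts came within 1.5 times of the paper's for higher and lower genes with no filter on low counts (14 and 16), and for higher genes when BAIBA replicate 2 was left out (9), where the lower genes numbered 7. None of the other alternatives closed the gap, and DESeq2, the paper's tool, gave 41 and 37 for this comparison. For BAIBA against HF, DESeq2 gave exactly 11 and 18. The paper's numbers are therefore those of BAIBA against HF under its own tool, although its text names the Sham group.

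Fig. 5B, read by eye, shows about 11 higher and about 18 lower genes, and its labelled genes have the values of the BAIBA against HF comparison. For that comparison edgeR gave 0 higher and 0 lower genes, with 834 genes at an unadjusted p under 0.05. DESeq2, which the paper's methods name as its tool, gave 11 higher and 18 lower genes, the paper's numbers. The other alternatives did not, from 0 and 0 under most of them to 97 and 102 with an unadjusted p. DESeq2 also called Mir208b, Tma7 and Myh7, which Fig. 5B labels and edgeR did not call. With an unadjusted p all 3 were called. Tma7 was also called with no filter, with at least 10 counts in every library and without HF replicate 3, and Myh7 in the fit of all 12 rats.

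The paper's text describes the DEGs as BAIBA against Sham, and the columns of Fig. 5A and Fig. 5D are marked as BAIBA and HF. In Fig. 5D, the columns marked BAIBA show Mir208b low and Myh7 and Tma7 high. In the counts, Mir208b was higher (log2 fold change 1.75) and Myh7 (-1.89) and Tma7 (-4.25) were lower in the BAIBA than in the HF group, and all 26 genes of the figure that could be tested went in the direction opposite to the one drawn. The text states that Mir208b differed between the BAIBA and Sham groups in the heatmap. Its log2 fold change between these groups was 0.29 (adjusted p = 0.874 from edgeR's quasi-likelihood test), and none of the alternatives called it. By PCR in Fig. 4G-I the paper gives apoptosis genes as changed by BAIBA. In the sequencing of these 3 rats per group, Casp12 (log2 fold change 0.05), Bax (0.24) and Bcl2 (-0.33) were not called between the BAIBA and HF groups. The paper places miR-208b in the gene for α-MHC, and in the GRCr8 annotation Mir208b lies within Myh7, the gene for the β-myosin heavy chain.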

Other observations

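The OPLS-DA test below was set before its result was seen, and all other tests in this part were chosen after the results or the values behind them were seen.

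OPLS-DA uses the group labels, so a hypothesis was that it parts any labelling of 6 rats when genes far outnumber rats. On log2 CPM with Pareto scaling, 10 of the 10 divisions of the BAIBA and HF rats into 3 and 3 were parted on the predictive score, with an R2Y of 0.998 for the real groups and between 0.998 and 0.999 for the others. The Q2 from leaving out each rat was -0.279 for the real groups and between -1.04 and 0.0476 for the others, and 3 of the 10 divisions had a Q2 at least as high as the real one. Among the 4 divisions that part all same-numbered rats, the real one had the highest Q2, with -0.439, -0.761 and -0.942 for the others. With 4 divisions this rank cannot exclude chance, and the replicate numbers hardly paired these rats (mean r = 0.0323). The parting of all 10 divisions fits a separation in such a plot that carries no information on the groups here. The scaling the authors used for the transcriptomic model was not tested.

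Other divisions of the same rats were also used for the numbers of DEGs. Only divisions that part all same-numbered rats were compared with the real groups, and each of the others keeps 2 of the 3 same-numbered pairs together. The numbers paired the rats by more than 0.1 for BAIBA and HFE only, so this limit has little basis in the other comparisons. Between the BAIBA and HF groups DESeq2 called 29 genes, and 2 of the 4 comparable divisions, the real one included, gave as many. The other 6 divisions gave between 5 and 98. With edgeR, BAIBA against HF, HF against Sham and HFE against HF had 0 DEGs, so 4 of the 4 comparable divisions gave as many in each of them whatever the data, which tests nothing. The numbers of genes at an unadjusted p under 0.05 were compared instead. For BAIBA against HF the real division had 834 such genes, 1 of the 4 comparable divisions (the real one) had as many, and 3 of all 10 did. For HF against Sham it had 898, with 1 of the 4 and 2 of all 10. For HFE against HF it had 1139, with 1 of the 4 and 1 of all 10, and the highest of the other divisions had 946. The smallest share that 10 divisions can give is 0.1, so these divisions alone cannot exclude chance. The number of genes DESeq2 called between the BAIBA and HF groups cannot be told apart from chance with 3 rats against 3.

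Many of the 29 genes may differ between individual rats and not between groups. Of these, 13 (44.8%) had at least a 4-fold range among the 3 Sham rats or the 3 HFE rats, which played no part in the call, against a median of 2 and a highest of 8 in 10000 sets matched on expression (permutation p = 1e-04, the smallest these sets can give). Tma7 had a 23.3-fold range among Sham rats and a 21.5-fold range among HFE rats. A strain or donor variant in an outbred stock, or a pseudogene copy, is a candidate explanation, and it was not told apart from expression that varies between rats. Mir208b (1.95-fold and 1.42-fold) and Myh7 (1.07-fold and 1.29-fold) had narrow ranges in these groups.

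Mir208b was higher and Myh7 lower in the BAIBA than in the HF group, although Mir208b lies within Myh7 in the GRCr8 annotation. With library-size scaling only, the log2 fold change of Mir208b was 1.78, so composition normalization did not make it. Reads of the Myh7 transcript counted on Mir208b would give a positive correlation across rats within groups, and r was -0.533 (exact permutation p = 0.112). They would also have made Mir208b fall with Myh7 between the groups, but Myh7 was lower in the BAIBA than in the HF group (log2 fold change -1.89) and Mir208b was higher, so they do not account for the rise. A transcript made together with Myh6, such as the lncRNA LOC120096985 that spans Mir208b, could be counted on Mir208b instead, and the correlation with Myh6 was 0.0547 (exact permutation p = 0.839). The relation with Myh6 did not differ from 0 with 12 rats. Between groups, Myh6 moved with Mir208b for BAIBA against HF (0.41 and 1.75) and HF against Sham (-0.62 and -1.47), the direction that explanation predicts. It moved against Mir208b for HFE against HF (-0.12 and 0.54) and BAIBA against Sham (-0.20 and 0.29). None of these changes of Myh6 passed adjustment in edgeR. That explanation is therefore left open, and the libraries did not measure the mature miRNA.

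Among the genes that DESeq2 called, Myl7 was singled out after its values were seen, because it is an atrial gene. It rose and fell with the mean of the atrial genes Myl4 and Sln across the 12 rats with group means removed (r = 0.919, exact permutation p = 0.00386, adjusted p = 0.0154 over 4 relations; Spearman's rho = 0.916, exact permutation p = 0.0100, adjusted p = 0.0401), and r was 0.805 without the 2 rats farthest from the median. This is consistent with different amounts of atrial tissue in single samples. A set of 4 atrial genes differed by -0.53 on the log2 scale between the BAIBA and HF groups (exact permutation p = 1, which with 3 rats against 3 does not exclude a difference) and by -2.60 between the BAIBA and Sham groups (exact permutation p = 0.1, the smallest possible). The set of erythroid genes differed by 1.23 between the BAIBA and HF groups (exact permutation p = 0.1). Its genes did not share this evenly. Hba-a3, whose lowest level among HF rats was 0 CPM, had a log2 fold change of 2.46. Hba-a1, Hba-a2, Hbb and Alas2 were at 0.34, 0.51, 0.39 and 0.51 (exact permutation p from 0.5 to 0.6). The set is therefore weak evidence of a difference in blood content. A difference in tissue content between the BAIBA and HF groups is therefore not excluded. Arntl, a clock gene, was singled out in the same way, and the time of day of tissue collection was tested by setting clock activators against repressors and outputs (r = -0.510, exact permutation p = 0.298, adjusted p = 0.397; Spearman's rho = -0.252, exact permutation p = 0.654, adjusted p = 0.720; r = -0.516 without the 2 farthest rats). The sign is that of a difference in the time of day, but the relation did not pass the test, and it cannot be told apart from chance.

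Marker genes were set against the group labels. Nppb was at 96.0 ± 44.3 CPM (SD, n = 3) in the Sham group, 231 ± 60.4 CPM in the HF group, 246 ± 81.5 CPM in the HFE group and 76.0 ± 36.8 CPM in the BAIBA group. A set of 6 heart failure genes differed by -1.41 on the log2 scale between the BAIBA and HF groups (exact permutation p = 0.1, the smallest possible) and by 0.74 between the HF and Sham groups (exact permutation p = 0.2). A set of 10 fibrosis genes differed by -0.32 between the HF and Sham groups (exact permutation p = 0.2), and Col1a1 was at 109 ± 5.24 CPM in the HF group and 161 ± 17.9 CPM in the Sham group, so a rise of scar genes after infarction was not seen in these samples of the HF group.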
